# Elk-1 regulates retinal ganglion cell axon regeneration after injury

**DOI:** 10.1038/s41598-022-21767-3

**Published:** 2022-10-19

**Authors:** Takahiko Noro, Sahil H. Shah, Yuqin Yin, Riki Kawaguchi, Satoshi Yokota, Kun-Che Chang, Ankush Madaan, Catalina Sun, Giovanni Coppola, Daniel Geschwind, Larry I. Benowitz, Jeffrey L. Goldberg

**Keywords:** Regeneration and repair in the nervous system, Neurodegeneration, Transcriptomics

## Abstract

Adult central nervous system (CNS) axons fail to regenerate after injury, and master regulators of the regenerative program remain to be identified. We analyzed the transcriptomes of retinal ganglion cells (RGCs) at 1 and 5 days after optic nerve injury with and without a cocktail of strongly pro-regenerative factors to discover genes that regulate survival and regeneration. We used advanced bioinformatic analysis to identify the top transcriptional regulators of upstream genes and cross-referenced these with the regulators upstream of genes differentially expressed between embryonic RGCs that exhibit robust axon growth vs. postnatal RGCs where this potential has been lost. We established the transcriptional activator Elk-1 as the top regulator of RGC gene expression associated with axon outgrowth in both models. We demonstrate that Elk-1 is necessary and sufficient to promote RGC neuroprotection and regeneration in vivo, and is enhanced by manipulating specific phosphorylation sites. Finally, we co-manipulated Elk-1, PTEN, and REST, another transcription factor discovered in our analysis, and found Elk-1 to be downstream of PTEN and inhibited by REST in the survival and axon regenerative pathway in RGCs. These results uncover the basic mechanisms of regulation of survival and axon growth and reveal a novel, potent therapeutic strategy to promote neuroprotection and regeneration in the adult CNS.

## Introduction

Adult central nervous system (CNS) axons do not regenerate by default^1^, and a majority of retinal ganglion cells (RGCs), a class of CNS projection neurons of the retina, die following optic nerve injury or in multiple degenerative diseases. Previous work has begun to unravel the complex neuronal response after axonal damage and identify molecular signaling pathways that can be manipulated to promote neuronal survival and regeneration. These findings have included exogenous neurotrophic signaling molecules like insulin-like growth factor (IGF1) when combined with osteopontin^2–5^, ciliary neurotrophic factor (CNTF)^6–8^ and oncomodulin^9,10^. Targeting intracellular signaling pathways, for example, by elevating cAMP or inhibiting PTEN, a negative regulator of the PI3 kinase-Akt signaling pathway, also enhances the regenerative response^11,12^. Although this toolbox of regenerative therapies continues to grow, the transcriptional mechanisms through which these therapies converge are not well understood.

Efforts to identify molecular regulators of regeneration during development and in the adult have successfully yielded several relevant transcription factor families, in addition to specific factors such as ATF3^13^ and STAT3^14^. Microarray-based transcriptome analysis of purified, developing RGCs, which progressively turn off their intrinsic capacity for axon growth, led to the discovery of the KLF family as regulators of RGC survival and axon regeneration^2–5^, while other studies predicted c-Myc as an important transcriptional regulator based on differential protein expression^15^. Other groups have used RNA sequencing after optic nerve injury to quantify gene expression changes, some in purified RGCs^8^ and some in whole retina^16^. More recently, single-cell RNA sequencing after RGC cell-sorting has demonstrated the considerable power of transcriptomics to identify novel survival and regenerative candidates^17^.

In this study, we build on these approaches by purifying RGCs in the acute phase after optic nerve injury, with or without a cocktail of pro-growth factors. We use RNA sequencing to discover the RGC gene expression changes associated with pro-survival and pro-regenerative factors and cross-reference this dataset with new RNA-seq data on developing RGCs. Using bioinformatics to identify upstream transcription factors (TFs) that bind to the 3’ UTR of the differentially expressed genes in both models, we identify Elk-1 as the top candidate TF in both the developmental model and during optic nerve regeneration^18^. Further studies demonstrate that Elk-1 in fact plays a critical role promoting RGC survival and axon regeneration in vivo*.* We place Elk-1 in a molecular hierarchy necessary for PTEN knockdown-mediated regenerative effect and demonstrate that Elk-1 interacts with another growth-related TF, repressor element 1-silencing transcription factor (REST; also known as neuron-restrictive silencer factor, NRSF). Together, these data demonstrate the power of RGC transcriptomics for growth-related TF discovery and identify a novel candidate for enhanced neuronal survival and regeneration.

## Results

### Transcriptomics of regenerating RGCs

To identify underlying transcriptional regulators of axon regeneration, we took a three-step approach: using bioinformatics, we first identified transcriptome changes in RGCs treated with pro-regenerative vs. control therapies after optic nerve injury, then carried out a similar analysis comparing gene expression changes in developing RGCs, which rapidly lose the ability to extend axons as they age^19^, and finally predicted global regulators of the combined gene network patterns.

We induced a pro-survival and -growth response in RGCs by intravitreal injection of a combination of oncomodulin, a neutrophil-derived protein that mediates most of the axon-promoting effects of neuroinflammation^9,10^; a cell-permeable cyclic adenosine monophosphate analog (CPT-cAMP); and a virally encoded shRNA targeted against PTEN (AAV2-shPTEN) (Fig. 1A). Mice received intraocular injections of either a virus expressing shRNA against PTEN mRNA or a control virus expressing shRNA against luciferase. After 2 weeks, mice underwent optic nerve crush. Experimental group received an intravitreal injection of 90 ng recombinant oncomodulin plus 50 µM CPT-cAMP in 3 µL of total volume; control mice received intravitreal injection of saline. After either 1- or 5-days following optic nerve crush injury, we purified RGCs using fluorescence-activated cell sorting (FACS) for Thy1-CFP^20^ and mCherry followed by RNA sequencing, choosing these time points on the premise that early time points may be more likely to reveal master regulators of the many gene expression changes that come later. 

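In the developmental comparison, RGCs were purified from dissociated retinas by immunopanning, in which cells are held on dishes coated with antibodies against a surface protein, here Thy1 (CD90). The legend of Fig. 1 also names FACS for Thy1, without saying whether it applied to these samples. RNA was sequenced from 3 E18 samples, numbered 1, 3 and 4, and from 3 P5 samples, numbered 6, 8 and 9. No number is shared between the ages, and no sequencing batch or date is given. The column of E18 replicate 1 also carries the numbers 2 and 5 in its name, and the files do not say whether it pools several preparations. The sample labels name polyA RNA, whereas the protocol and the methods name ribosomal RNA depletion. The authors aligned the reads to mm10 with STAR, counted them on RefSeq genes with HT-seq and deposited raw read counts, normalized counts and their EdgeR comparison. The strand setting of the counting is not stated, so overlapping antisense genes could share reads. The deposited counts on genes summed to 81213639, 114512853 and 93097831 in E18 replicates 1, 3 and 4, and to 88000720, 97807217 and 92861898 in P5 replicates 6, 8 and 9. The medians were 93097831 at E18 and 92861898 at P5. The paper states a minimum of 135 M reads per sample, which counts reads sequenced, without saying whether a pair of reads counts once, as it does in HT-seq, and all values here use the reads counted on genes. Of the 24060 genes in the table, 2411 had no count in any sample. The remaining counts were normalized by TMM, and the 16449 genes that passed edgeR's expression filter were tested with its quasi-likelihood test, with Benjamini-Hochberg adjustment. Fold changes are E18 over P5 on the log2 scale, so a positive value is higher at E18. Across genes, which are not independent replicates, Pearson's r of log2 expression was 0.986 to 0.993 between samples of one age and 0.942 to 0.975 between ages. The first principal component held 72.8% of the variance and separated the ages.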

We also examined gene expression differences using RNA-seq between RGCs isolated from E18 mice, when RGCs demonstrate a high intrinsic capacity for axon growth, and RGCs isolated from P5 mice, after RGCs have turned off their intrinsic axon growth ability. We hypothesized that although axon growth need not be driven by the same master regulators during development and in a regenerative therapy in the adult, comparison across these two datasets may yield candidate factors worth further examination. 

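For the E18 and P5 samples, genes were ranked as in the paper's methods, by the sign of the fold change times the negative log10 of the EdgeR p-value, here from the quasi-likelihood test. Gene sets were scored on this ranking by preranked GSEA with fgsea and 10000 permutations of the genes. The MSigDB sets named in the methods were not used here. Before the data were examined, lists of target genes were written for the leading factors, with 12 genes regulated by Elk-1 together with its partner SRF, most of them immediate-early genes, and 36 neuronal genes known to be repressed by REST. Immediate-early genes also respond to tissue dissociation. Consensus sequences were written at the same time for 15 factors of Fig. 1B. They were SCGGAAGY for Elk-1 and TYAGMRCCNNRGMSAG for REST, in the letter code for mixed bases. No genome sequence was used here, so, in a choice made after the data were seen, a factor's set was taken as the genes with its consensus on either strand within the first 500 bases of a first exon in the GENCODE transcripts of mm10. This window leaves out the promoter upstream of the start site. Transcripts were found for 20561 genes of the table, 17930 by RefSeq identifier and 2631 by symbol, and 15062 of these had been tested and were ranked. The score gave each gene its ranking value as weight (weight 1). The paper's text does not name the weight, and the unweighted score (weight 0) was set as an alternative before the data were examined. Permuting genes compares a set with random sets of genes and not with the spread between samples.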

We used Gene Set Enrichment Analysis (GSEA) to identify the transcription factors (TFs) that regulate the greatest number of up- and down-regulated genes related to axon growth, respectively, in both datasets. 

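Elk-1 was assessed on the developmental samples in both kinds of set. Among the 12 Elk-1 and SRF target genes, 8 were higher at E18 and 1, Fosb, was lower, by edgeR's quasi-likelihood test with adjustment over all genes, and 9 passed when adjusted over the list alone. Fosb is named after its value was seen. The median log2 fold change of the list was 0.89. Its normalized enrichment score (NES) was 1.91, with an adjusted permutation p of 0.00469 over 12 lists. The score moved most without P5 replicate 9, to 1.66, with an adjusted permutation p of 0.0558, against 0.000432 to 0.0599 over the alternatives run. It also lost its call without P5 replicate 8. Camera called the list (adjusted p = 0.0137 in limma), and the call did not hold under fry, with the correlation between genes estimated, without P5 replicate 8 (0.0778) or without P5 replicate 9 (0.0656). Within the list, Srf (ENSMUSG00000015605.6, chromosome 17 of mm10, 46548329 to 46556175, minus strand) had 46.6 ± 5.12 CPM (TMM-normalized counts scaled to a common library size; SD, n = 3) at E18 and 22.7 ± 2.25 (SD, n = 3) at P5. Its log2 fold change was 1.03 (standard error 0.122, adjusted p = 0.000567 by edgeR's quasi-likelihood test). Fos, an immediate-early gene of the list, had 135 ± 18.36 and 120 ± 34.6 CPM (SD, n = 3 each), a difference within the spread between samples (log2 fold change 0.16, adjusted p = 0.558 by the same edgeR test), and it changed sign without P5 replicate 9. The 1538 genes with the Elk-1 consensus in the first exon had a weighted NES of 0.884 (permutation p = 1). The sign reversed without P5 replicate 6, to -0.665. Unweighted, the same set scored 2.89, with an adjusted permutation p of 4.45e-05 over 15 sets, so the weight decides whether it passes. Of its genes, 53.2% were higher at E18, against 49.5% of all ranked genes. With the samples as replicates, the set did not pass in camera (adjusted p = 0.551 in limma) or in fry (adjusted p = 0.129 in limma). The score of REST was negative in both kinds of set. The 36 REST targets had an NES of -1.93, with an adjusted permutation p of 0.00288, and the 25 genes with the REST consensus in the first exon had an NES of -1.71, with an adjusted permutation p of 0.0207.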

Elk-1 and REST emerged as leading candidate TFs associated with axon outgrowth in the regeneration model and in the developmental model (Fig. 1B and C). Elk-1 was the leading positive regulator of genes that are more highly expressed early during axon regeneration in adult RGCs (compared to RGCs subjected to axon injury alone), near the top of the list of regulators of genes that are more highly expressed in E18 compared to P5 RGCs, and top in the list for the combined dataset. 

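The E18 and P5 ranking can be followed over the first-exon sets of 15 factors. By weighted NES, Yy1 was highest at 1.56, followed by Oct at 1.15, with Elk-1 at position 3. Oct changed sign with the log2 fold change (-1.06) or the authors' deposited p-values (-0.738) as the ranking. REST was lowest, and Tef1 (-1.53), Tcf11mafg (-1.45) and Sf1 (-1.40) stood next to it. An NES is scaled so that random sets of the same sign average 1 in size, and the scores of Elk-1, Ets2 (-0.893), Maz (-0.906) and Sp1 (-0.949) fell below that size. By unweighted NES, the highest scores were those of Yy1 at 3.17, then Elk-1, Maz (2.13) and Sp1 (2.11), and the lowest was that of Ap4 at -3.63. Elk-1 then stood at position 2 and REST at position 4 from the bottom. When each sample was left out in turn, the weighted position of Elk-1 was 3 to 4. For single samples, genes were ranked by the log2 ratio of that sample to the mean of its reference samples. These scores are therefore not comparable in size with those from p-values. The unweighted Elk-1 set scored 5.00, 5.32 and 5.27 in E18 replicates 1, 3 and 4, each set against the P5 samples. The E18 scores share that reference, so they are not independent of each other. The P5 samples, each set against the other two, gave -3.77, 4.26 and -4.48 for replicates 6, 8 and 9, so samples of one age also differed in this score. Yy1, also unweighted, scored 4.53 to 5.07 in the E18 samples, against -2.83, 3.98 and -3.89 in P5 replicates 6, 8 and 9. In the target lists and the REST first-exon set, the P5 samples differed among themselves by scores at least as large in size as those of E18. The list of Elk-1 with SRF scored 1.99 to 2.18 in the E18 samples, against 2.53, 0.997 and -2.72 in P5 replicates 6, 8 and 9. The REST targets scored -2.15 to -2.05, against -1.51, -2.17 and 2.55. The REST first-exon set scored -2.29 to -2.18, against -1.31, -1.21 and 2.32. From the position of Elk-1 in the injury, developmental and combined rankings, the paper reasons that it is a candidate positive regulator of RGC survival and optic nerve regeneration.

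**Figure D1:**
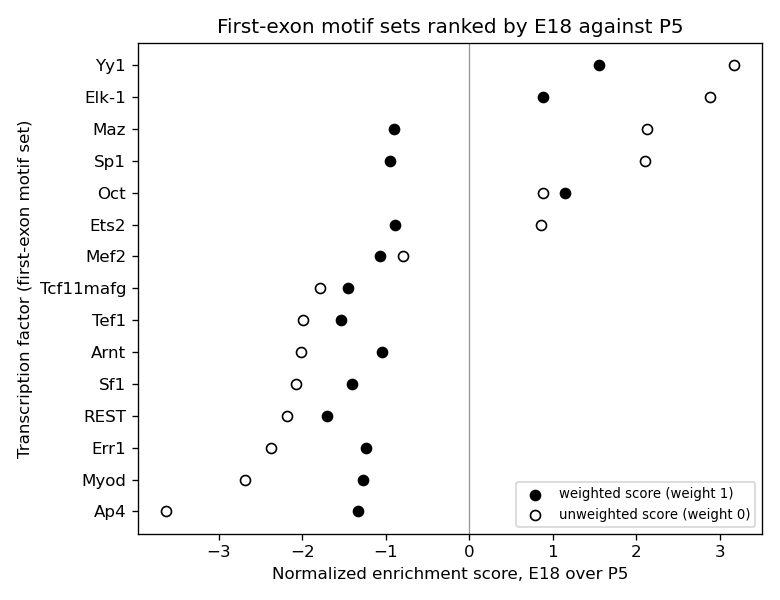
Normalized enrichment scores of the first-exon sets of 15 factors (vertical axis) on the ranking of E18 over P5 (horizontal axis, no unit), with weighted scores as filled points and unweighted scores as open points, each computed once over 3 E18 and 3 P5 samples and so without error bars. Elk-1 lies at 0.884 weighted and at 2.89 unweighted, and Maz, Sp1 and Ets2 lie on opposite sides of 0 under the weighted and the unweighted score.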

In a separate series of experiments, we validated REST as a negative regulator of regeneration in the visual system and spinal cord^21^; here we focused on Elk-1 as a candidate positive regulator of RGC survival and optic nerve regeneration.

**Figure 1:**
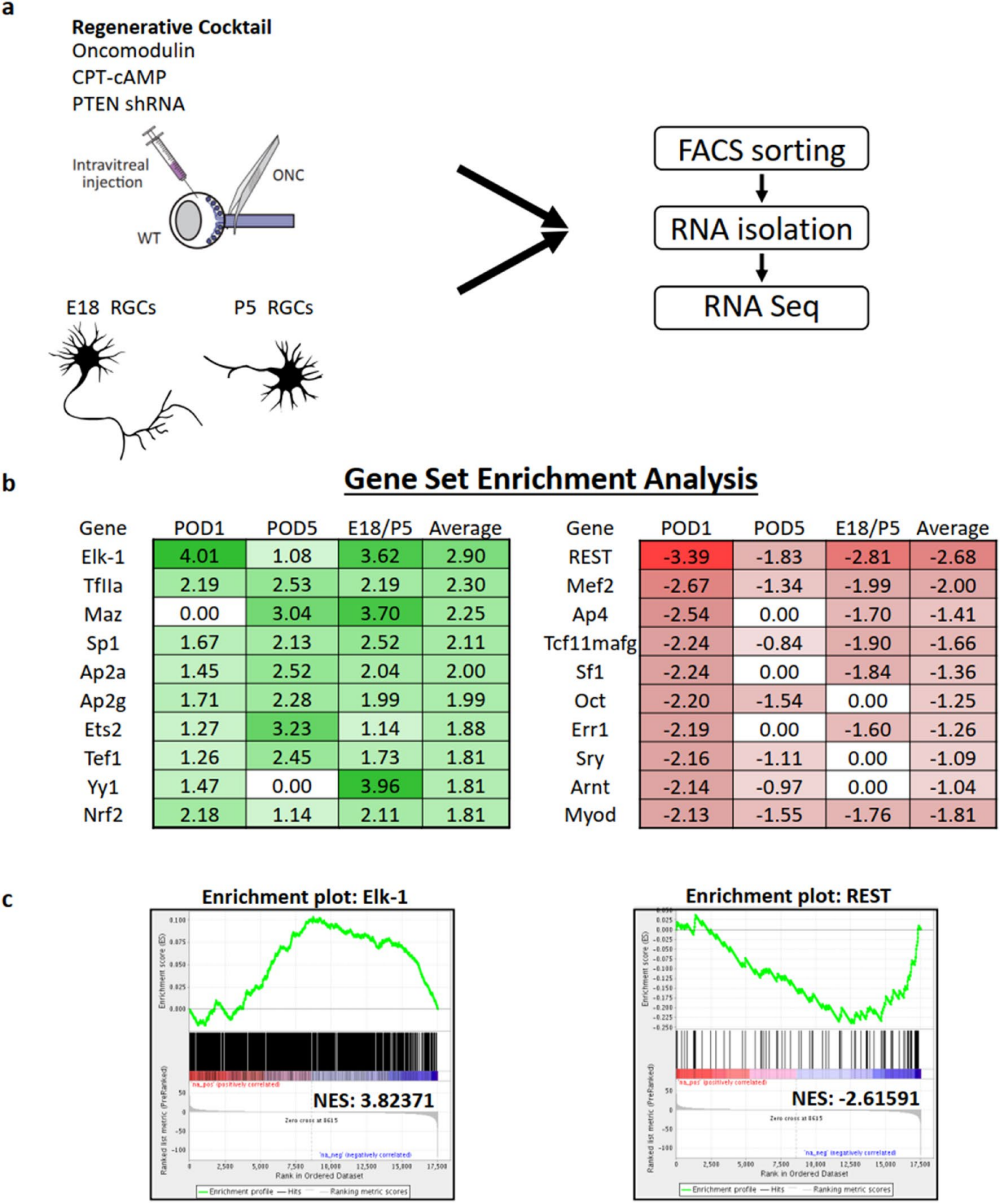
Transcriptomics of pro-growth RGC states predict Elk-1 and REST as top positive and negative transcription factor regulators. (**a**) Retinas were treated with either a regenerative cocktail of CNTF, CPT-cAMP, oncomodulin, and an shRNA targeting PTEN, or a control injection. After either 1 or 5 days after optic nerve injury, tissue was collected for subsequent RGC RNA-sequencing. In parallel, RGCs were purified by immunopanning from either E18 or P5 mice and subsequently collected for RNA sequencing. Cells were FACS-sorted for Thy1 + and sequenced. (**b**) The transcriptome of all 3 sample types were evaluated with GSEA to identify likely upstream transcription factors, and averaged. The top 10 positive and negative transcription factors by average EdgeR score are presented. (**c**) Enrichment plots with normalized enrichment score (NES) are presented for the top positive and negative predicted transcription factors.

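The identity of the cells was examined with lists of marker genes written before the data were examined. Of 15 RGC markers, 3 were higher at E18 and 5 lower by edgeR's quasi-likelihood test, and 8 passed when adjusted over the list alone. Their median log2 fold change was -0.11, from -0.19 without E18 replicate 4 to -0.06 without E18 replicate 3, and the list did not move as a whole (camera adjusted p = 0.863 in limma, over 13 lists). Rbpms (ENSMUSG00000031586.17, chromosome 8, 33782643 to 33929863, minus strand) had 293 ± 24.1 CPM (SD, n = 3) at E18 and 314 ± 21.5 (SD, n = 3) at P5, which did not differ (log2 fold change -0.11, standard error 0.0952, adjusted p = 0.392 by edgeR's quasi-likelihood test). Thy1, the protein used for the purification (ENSMUSG00000032011.5, chromosome 9, 44043384 to 44048579, plus strand), had 248 ± 56.8 CPM at E18 and 551 ± 118.9 at P5 (SD, n = 3 each). Its log2 fold change was -1.16 (standard error 0.189, adjusted p = 0.00197 by the same edgeR test), with every E18 sample below every P5 sample. Summed over its genes, the RGC list reached 7900 to 9452 CPM in the E18 samples and 8566 to 9995 in the P5 samples. Among the other cell types of the retina, the summed values were 9.88 to 25.2 CPM for 12 photoreceptor genes, 19.4 to 33.8 for 11 microglial genes, 14.5 to 72.2 for 9 endothelial and pericyte genes and 56.2 to 94.7 for 9 oligodendrocyte genes. Larger sums came from 12 genes of Müller glia and astrocytes (528 to 621 CPM), 11 amacrine genes (1215 to 2215 CPM) and 9 bipolar genes (321 to 675 CPM). Isl1, an RGC marker, is also in the bipolar list. None of these 7 lists passed camera (adjusted p = 0.356 to 0.937 in limma). Only 1 of 7 red blood cell genes had enough counts to be tested, and the summed value of that list was at most 1.82 CPM.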

### Elk-1 expression controls RGC survival and axon regeneration after optic nerve injury

We first determined whether Elk-1 expression changed in the retina after optic nerve injury. Compared to a sham injury, Elk-1 protein expression increased significantly in total retinal tissue as detected by western blot 8 h after injury (Fig. 2A and B). Thus, even in the absence of successful regenerative response, Elk-1 is upregulated, although we were not able to determine whether this increase in protein expression was specific to RGCs.

**Figure 2:**
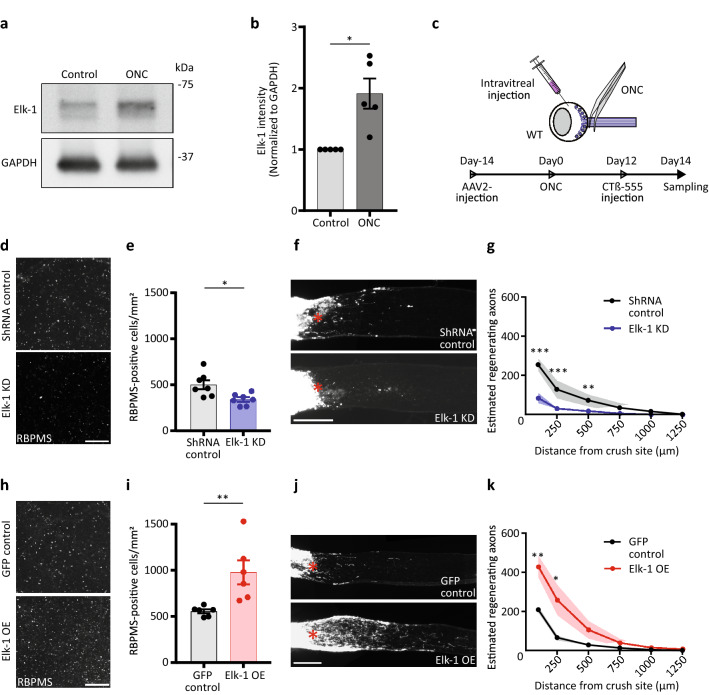
Elk-1 expression controls RGC survival and axon regeneration after optic nerve crush. (**a**) Expression of Elk-1 in whole retinas at 8 h after optic nerve injury and sham operation. Full blot in Supplemental Fig. S2. (**b**) Quantitative analysis of optic nerve injury-induced activation of Elk-1 in whole retinas in **a**. n = 5, *P < 0.05, two-tailed paired t-test (**c**) Experimental design and protocols of intravitreal injection and optic nerve injury. (**d**) Representative images show RBPMS (RGC marker) staining of RGCs at day 14 after optic nerve crush, for either AAV2-shRNA-Luciferase or AAV2-shRNA-Elk-1 injected WT mice. (**e**) Quantitative analysis of RBPMS-positive cell number in the retinas in (**d**). n = 7 per group, *P < 0.05, two-tailed Student’s t-test. (**f**) Representative images of the optic nerve sections showing CTB-labelled regenerating axons at day 14 after optic nerve injury, for either AAV2-shRNA-Luciferase or AAV2-shRNA-Elk-1 injected WT mice. Asterisks, lesion sites. (**g**) Quantitative analyses of estimated regenerating axons from the injury site in the optic nerves in (**f**). n = 5 per group, **P < 0.01, ***P < 0.001, multiple t-tests. (**h**) Images show RBPMS staining of RGCs at day 14 after optic nerve crush, for either AAV2-GFP or AAV2-Elk-1 injected WT mice. (**i**) Quantitative analysis of RBPMS-positive cell number in the retinas in (**h**). n = 6 per group, **P < 0.01, two-tailed Student’s t-test. (**j**) Images of the optic nerve sections showing CTB-labelled regenerating axons at day 14 after optic nerve injury, for either AAV2-GFP or AAV2-Elk-1 injected WT mice. (**k**) Quantitative analyses of estimated regenerating axons from the injury site in the optic nerves in (**j**). n = 5 (control) and n = 6 (Elk-1 OE), *P < 0.05, **P < 0.01, multiple t-tests. WT, wild type. KD, knockdown. Asterisks, lesion sites. OE, over expression. Scale bars, 200 µm. The data are presented as means ± S.E.M.

We next asked whether Elk-1 expression is necessary or sufficient for promoting RGC survival or axon regeneration. To address this question, we designed and validated Elk-1 shRNA knockdown and overexpression constructs and packaged them into adeno-associated virus, serotype 2 (AAV2), which preferentially transduces RGCs after intravitreal injection (Supplemental Fig. S1A–D). In knockdown experiments designed to study the role of endogenous Elk-1 in RGCs after injury, AAV2-shRNA-Elk-1 or AAV2-shRNA-Luciferase virus were injected intravitreally 2 weeks before optic nerve injury to allow time for transgene expression in RGCs. Regenerating RGC axons were labeled by intravitreal injection of cholera toxin B-subunit (CTB) conjugated to a fluorophore at day 12 after optic nerve injury (Fig. 2C), 2 days before retinal and optic nerve tissue collection at day 14. The number of surviving RGCs, as measured by the RGC-specific marker RBPMS^22,23^, was significantly decreased after Elk-1 knockdown relative to shRNA control virus (Fig. 2D and E). Moreover, the number of regenerating axons that extended 100, 250 and 500 μm beyond the injury site in AAV2-shRNA-Elk-1-treated retinas was significantly smaller than in the shRNA control group (Fig. 2F and G). Conversely, exogenous Elk-1 expression in RGCs significantly increased RGC survival by 77% (Fig. 2H and I), and significantly increased optic nerve axon regeneration compared to GFP expression in controls (Fig. 2J and K). Taken together, these results demonstrate that Elk-1 is necessary for the baseline RGC survival and axonal sprouting after injury, and that exogenous expression of Elk-1 further promotes RGC survival and axon regeneration after injury.

### S383 and S389 are critical to Elk-1’s function in axon growth

The localization and activity of Elk-1 is dependent upon phosphorylation of specific amino acid residues^24,25^. Phosphorylation by MAP kinases can occur on many residues in the C-terminal domain of Elk-1^26^, but serine 383 (S383) and serine 389 (S389) are particularly important for the transcriptional activity of Elk-1. Recent reports show that the rate of phosphorylation differs at each phosphorylation site and that the effect on transcriptional activity is reciprocal at S383 and S389, sites associated with Elk-1 nuclear translocation and serum response element (SRE)-dependent gene expression^27,28^, and we hypothesized, in Elk-1’s role in RGC apoptosis^28,29^. To address this hypothesis, we asked how these two specific sites affect Elk-1 localization and activity in vitro using phosphomimetic serine-to-glutamate mutants (S383E, S389E) and non-phosphorylatable serine-to-alanine mutants (S383A, S389A). First, we validated similar expression levels of flag-tagged constructs (Fig. 3A) and, through fractionation and western blotting, demonstrated enrichment of nuclear and cytoplasmic compartments with typical markers using a HEK 293T cell line (Fig. 3B). Combinations of phosphomimetic and non-phosphorylatable mutations at the S383 and S389 sites showed differential enrichment in subcellular compartments, with double mutants S383A/S389E and S383E/S389E significantly increasing Elk-1 localization in the cytoplasm, without significantly affecting nuclear localization (Fig. 3B–D). These data suggest that phosphorylation of Elk-1 at the S389 residue induces increases in expression, protein stability, and/or translocation of the protein to the cytoplasm, different from data derived in other cell types^28^.

**Figure 3:**
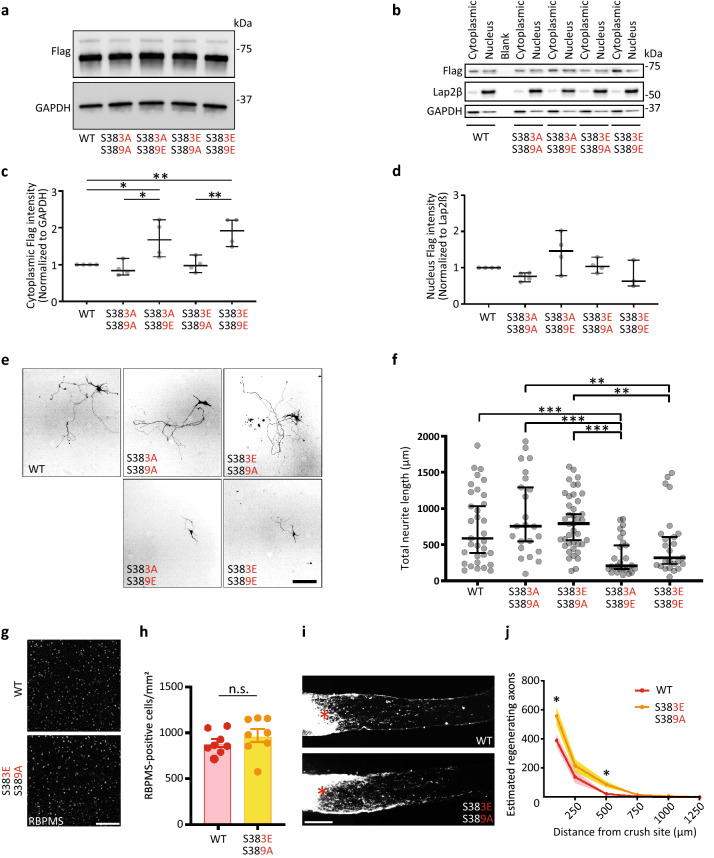
Serine 383 and Serine 389 are critical to Elk-1’s function in axon growth. (**a**) Expression of Flag in HEK 293T cells at 3 days after transfection with WT and double mutants Elk-1 OE plasmids. This WB shows equivalent expression levels of the mutant plasmids. Full blot in Supplemental Fig. S2. (**b**) Effect of the double mutant Elk-1 OE plasmid on Elk-1 localization in vitro. Nuclear-cytoplasmic fractionation was performed 3 days after transfection of HEK 293T cells with Flag-tagged plasmids. Western blots of Flag of cytoplasmic and nuclear extracts were performed. (**c**, **d**) Quantitative analysis of (**b**). Flag intensity indicates localization of Elk-1 to cytoplasm and nucleus. n = 4, *P < 0.05, **P < 0.01, Kruskal–Wallis test, followed by two-stage linear step-up procedure of Benjamini, Krieger and Yekutieli to correct for multiple testing. (**e**) Representative images show neurite length of hippocampal neurons 3 days after transfection with WT and double mutants Elk-1 OE plasmids in vitro. (**f**) Quantitative analysis of neurite length in (**e**). n = 33 (WT), n = 23 (S383A/S389A), n = 27 (S383A/S389E), n = 40 (S383E/S389A), n = 25 (S383E/S389E), **P < 0.01, ***P < 0.001, Kruskal–Wallis test, followed by two-stage linear step-up procedure of Benjamini, Krieger and Yekutieli to correct for multiple testing. (**g**) Representative images show RBPMS staining of RGCs at day 14 after optic nerve crush, for either WT AAV2-Elk-1 or S383E/S389A double mutation AAV2-Elk-1 injected WT mice. (**h**) Quantitative analysis of RBPMS-positive cell number in the retinas in (**g**). n = 8 per group, two-tailed Student’s t-test. (**i**) Representative images of the optic nerve sections showing CTB-labelled regenerating axons at day 14 after optic nerve injury, for either WT AAV2-Elk-1 or S383E/S389A double mutation AAV2-Elk-1 injected WT mice. (**j**) Quantitative analyses of estimated regenerating axons from the injury site in the optic nerves in (**i**). n = 7 per group, *P < 0.05, multiple t-tests. n.s., not significant. Asterisks, lesion sites. Scale bars, 200 µm. Star, outlier. The data are presented as median ± 95% CI (**b**, **c**, **e**) and means ± S.E.M. (**h**, **j**).

We next explored how phosphorylation of the 383/389 residues of Elk-1 affected neurite outgrowth, turning to embryonic hippocampal neuron cultures for their greater transfection rate in vitro. Interestingly, the double mutants S383A/S389E and S383E/S389E showed significant neurite growth inhibition compared to the wild-type and other combinations containing the S389A mutation, both of which showed a trend towards growth promotion that was not statistically significantly different from the wild-type construct (Fig. 3E and F). These data suggested that, in primary neurons in vitro, axon growth may be preferentially downregulated by phosphorylation at S389.

Given these in vitro findings, we next compared exogenous expression of the most pro-growth Elk-1 phosphomutant, S383E/S389A, to the wild-type Elk-1. Exogenous S383E/S389A Elk-1 expression promoted RGC survival to a similar degree as wild-type Elk-1 (Fig. 3G and H), but promoted a small but statistically significant increase in axon regeneration (Fig. 3I and J). Together, these in vivo results further validate Elk-1 as a key injury response TF whose pro-regenerative effects are negatively and positively regulated by the phosphorylation or dephosphorylation, respectively, of S389.

### Elk-1 is downstream of PTEN for RGC survival and regeneration

PTEN, targeted for downregulation as one of the pro-growth manipulations in our original RNA-seq experiment, was previously described to inhibit Elk-1 phosphorylation in a cell line^30^. Together with our data, this raised the hypothesis that Elk-1 may be required downstream of PTEN knock-down to promote RGC survival and axon growth. To explore the interaction of these two pathways, we probed retinas of PTEN^flox/flox^ mice injected intravitreally with either AAV2-Cre-GFP or AAV2-GFP. AAV2-Cre expression causes the PTEN gene to be excised from RGCs with high specificity and efficiency^12,31^. Elk-1 expression was significantly upregulated in retinal tissue as detected by western blot 2 weeks after AAV2-Cre injection (Fig. 4A and B). These results suggest that Elk-1 expression is normally suppressed by PTEN.

**Figure 4:**
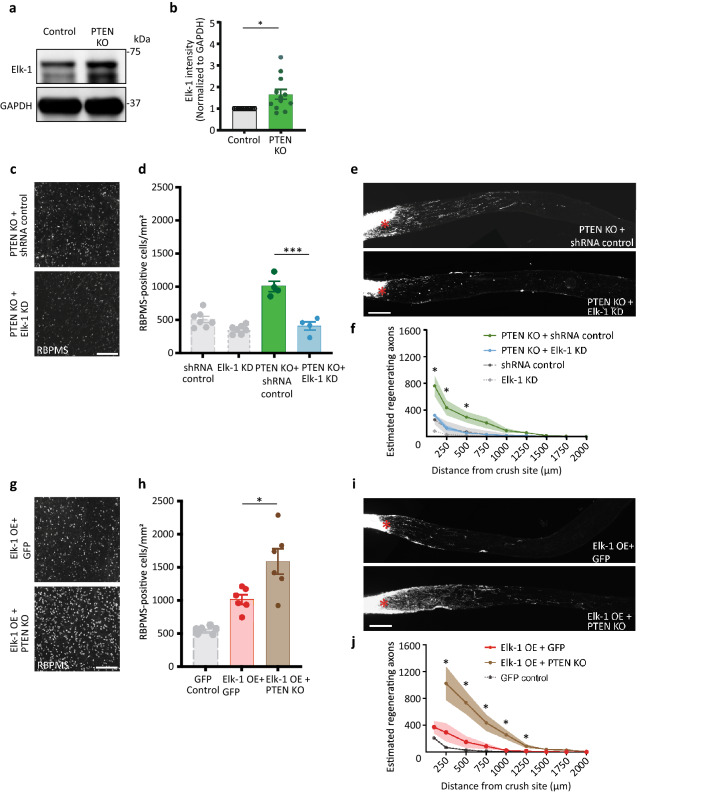
Elk-1 is downstream of PTEN for RGC survival and regeneration. (**a**) Expression of Elk-1 in whole retinas of PTEN^flox/flox^ mice at 2 weeks after intravitreal injection with either AAV2-GFP or AAV2-Cre-GFP. Full blot in Supplemental Fig. S2. (**b**) Quantitative analysis of PTEN KO-induced activation of Elk-1 in whole retinas in (**a**). n = 12, *P < 0.05, two-tailed paired t-test. (**c**) Representative images show RBPMS staining of RGCs at day 14 after optic nerve crush, for either AAV2-Cre-GFP + AAV2-shRNA-Luciferase or AAV2-Cre-GFP + AAV2-shRNA-Elk-1 injected PTEN^flox/flox^ mice. (**d**) Quantitative analysis of RBPMS-positive cell number in the retinas in **c**. n = 4 per group, ***P < 0.001, two-tailed Student’s t-test. For reference, the data of the shRNA control and Elk-1 KD groups in Fig. 2e are shown in light gray. (**e**) Representative images of the optic nerve sections showing CTB-labelled regenerating axons at day 14 after optic nerve injury, for either AAV2-Cre-GFP + AAV2-shRNA-Luciferase or AAV2-Cre-GFP + AAV2-shRNA-Elk-1 injected PTEN^flox/flox^ mice. (**f**) Quantitative analyses of estimated regenerating axons from the injury site in the optic nerves in (**e**). n = 4 per group, *P < 0.05, multiple t-tests. For reference, the data of the shRNA control and Elk-1 KD groups in Fig. 2g are shown in light gray. (**g**) Images show RBPMS staining of RGCs at day 14 after optic nerve crush, for either AAV2-GFP + AAV2-Elk-1 or AAV2-Cre-GFP + AAV2-Elk-1 injected PTEN^flox/flox^ mice. (**h**) Quantitative analysis of RBPMS-positive cell number in the retinas in **g**. n = 6 per group, *P < 0.05, two-tailed Student’s t-test. For reference, the data of the GFP control group in Fig. 2i are shown in light gray. (**i**) Images of the optic nerve sections showing CTB-labelled regenerating axons at day 14 after optic nerve injury, for either AAV2-GFP + AAV2-Elk-1 or AAV2-Cre-GFP + AAV2-Elk-1 injected PTEN^flox/flox^ mice. (**j**) Quantitative analyses of estimated regenerating axons from the injury site in the optic nerves in (**i**). n = 5 per group, *P < 0.05, multiple t-tests. The number of axons at the 100um distance was too numerous to quantify accurately. For reference, the data of the GFP control group in Fig. 2k are shown in light gray. Asterisks, lesion sites. Scale bars, 200 µm. The data are presented as means ± S.E.M.

We next asked whether Elk-1 expression is required for the survival and regeneration induced by PTEN knockout. We found that Elk-1 knockdown with AAV2-shRNA-Elk-1 significantly diminished the survival and regenerative effects of PTEN knockout (Fig. 4C–F). Qualitatively, RGC survival and regeneration were similar to the effects of Elk-1 knock-down on the wild-type background described above (from Fig. 2D and E, replotted in Fig. 4D and F).

Conversely, we explored whether PTEN knockout could increase the regenerative potential of Elk-1 overexpression. PTEN^flox/flox^ mice were injected intravitreally with either AAV2-Cre-GFP or AAV2-GFP 2 weeks before optic nerve injury and with AAV2-Elk-1 two days later. Combined exogenous Elk-1 and PTEN deletion significantly increased RGC survival (Fig. 4G and H) and axon regeneration (Fig. 4I and J) compared to Elk-1 alone. Together, these data indicate that Elk-1 expression in RGCs is necessary for, and can further enhance, the effects of PTEN knockout on RGC survival and axon regeneration.

### Elk-1 interacts with REST for RGC protection and axon regeneration

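In the E18 and P5 samples, of the 36 REST target genes, 19 were lower at E18 and 3 were higher by edgeR's quasi-likelihood test, and 24 passed when adjusted over the list alone. The median log2 fold change was -0.41. In camera with the preset correlation of 0.01 between genes the list had an adjusted p of 0.000927 in limma. This call did not hold under fry (adjusted p = 0.158 in limma) or when camera estimated the correlation (0.261, adjusted p = 0.959 in limma). Genes of the list named after their values were seen show its spread. Snap25 had 878 ± 108 CPM (SD, n = 3) at E18 and 2022 ± 279 (SD, n = 3) at P5, a log2 fold change of -1.21 (standard error 0.128, adjusted p = 0.000359 by edgeR's quasi-likelihood test). Camkv had the most negative value of the list, a log2 fold change of -2.40 (standard error 0.236, adjusted p = 0.000277 by the same edgeR test). Its means were 13.6 CPM at E18 and 71.5 CPM at P5. The genes that were higher at E18 were Celsr3, Tubb3 and Unc13a, with log2 fold changes of 0.57, 0.49 and 0.33, and Tubb3 is also an RGC marker. Of the genes with the REST consensus in the first exon, 24% were higher at E18, and their median log2 fold change was -0.67. This set passed both camera (adjusted p = 0.0203 in limma) and fry (adjusted p = 0.00812 in limma) over the sets of 15 factors. It was the only set that passed camera, whereas 11 of the 15 sets passed fry. With the consensus sought in the first 200 bases only, its NES was -1.55 and it no longer passed (adjusted permutation p = 0.0724, against 0.00166 to 0.0724 over the alternatives run).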

REST was the top predicted negative regulator of regeneration of RGCs from our RNA-seq experiments (Fig. 1), and we recently found that inhibiting REST expression or function improves CNS axonal regeneration^32^. Interestingly, REST has been reported to block the activity of phosphorylation-dependent activation of Elk-1^33^, but their interactions towards complex cell biology phenotypes have not been studied. We manipulated REST by expressing full-length (OE) or dominant negative (DN) constructs and asked how Elk-1 and REST interact in RGC survival and axon regeneration after injury in vivo. First, we validated the DN-REST construct in HEK 293T cells (Supplemental Fig. S1E–F). Next, wild-type mice were injected intravitreally with AAV2-DN-REST 2 weeks before optic nerve injury, and two days later with either AAV2-shRNA-Elk-1 or AAV2-shRNA-Luciferase. RGC neuroprotection and regeneration promoted by REST DN were not decreased by knockdown of Elk-1 (Fig. 5A–D), unlike the dependence of Elk-1 seen with PTEN knockout. Conversely, the enhancement of RGC survival and regeneration after AAV2-Elk-1 expression were significantly suppressed by exogenous expression of REST (Fig. 5E–H). Taken together, REST manipulation is dominant over Elk-1, establishing both as crucial players in the molecular regulation governing RGC survival and axon regeneration (Fig. 6).

**Figure 5:**
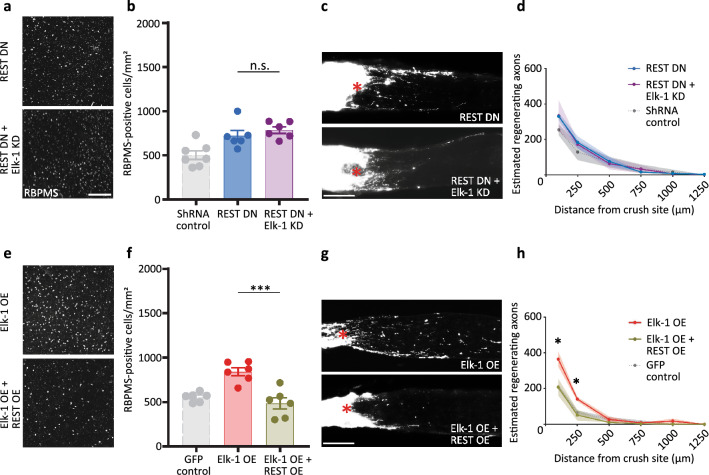
Elk-1 interacts with REST in regulating RGC neuroprotection and axon regeneration. (**a**) Representative images show RBPMS staining of RGCs at day 14 after optic nerve crush, for either AAV2-DN-REST + AAV2-shRNA-Luciferase or AAV2-DN-REST + AAV2-shRNA-Elk-1 injected WT mice. (**b**) Quantitative analysis of RBPMS-positive cell number in the retinas in (**a**). n = 6 per group, two-tailed Student’s t-test. For reference, the data of the shRNA control group in Fig. 2e are shown in light gray. (**c**) Representative images of the optic nerve sections showing CTB-labelled regenerating axons at day 14 after optic nerve injury, for either AAV2-DN-REST + AAV2-shRNA-Luciferase or AAV2-DN-REST + AAV2-shRNA-Elk-1 injected WT mice. (**d**) Quantitative analyses of estimated regenerating axons from the injury site in the optic nerves in (**c**). n = 4 (REST DN) and n = 5 (REST DN + Elk-1 KD), multiple t-tests. For reference, the data of the shRNA control group in Fig. 2-g are shown in light gray. (**e**) Images show RBPMS staining of RGCs at day 14 after optic nerve crush, for either AAV2-Elk-1 + AAV2-GFP or AAV2-Elk-1 + AAV2-REST injected WT mice. (**f**) Quantitative analysis of RBPMS-positive cell number in the retinas in **e**. n = 6 per group, ***P < 0.001, two-tailed Student’s t-test. For reference, the data of the GFP control group in Fig. 2i are shown in light gray. (**g**) Images of the optic nerve sections showing CTB-labelled regenerating axons at day 14 after optic nerve injury, for either AAV2-Elk-1 + AAV2-GFP or AAV2-Elk-1 + AAV2-REST injected WT mice. (**h**) Quantitative analyses of estimated regenerating axons from the injury site in the optic nerves in (**g**). n = 5 (Elk-1 OE) and n = 4 (Elk-1 OE + REST OE), *P < 0.05, multiple t-tests. For reference, the data of the GFP control group in Fig. 2k are shown in light gray. n.s., not significant. Asterisks, lesion sites. Scale bars, 200 µm. The data are presented as means ± S.E.M.

**Figure 6:**
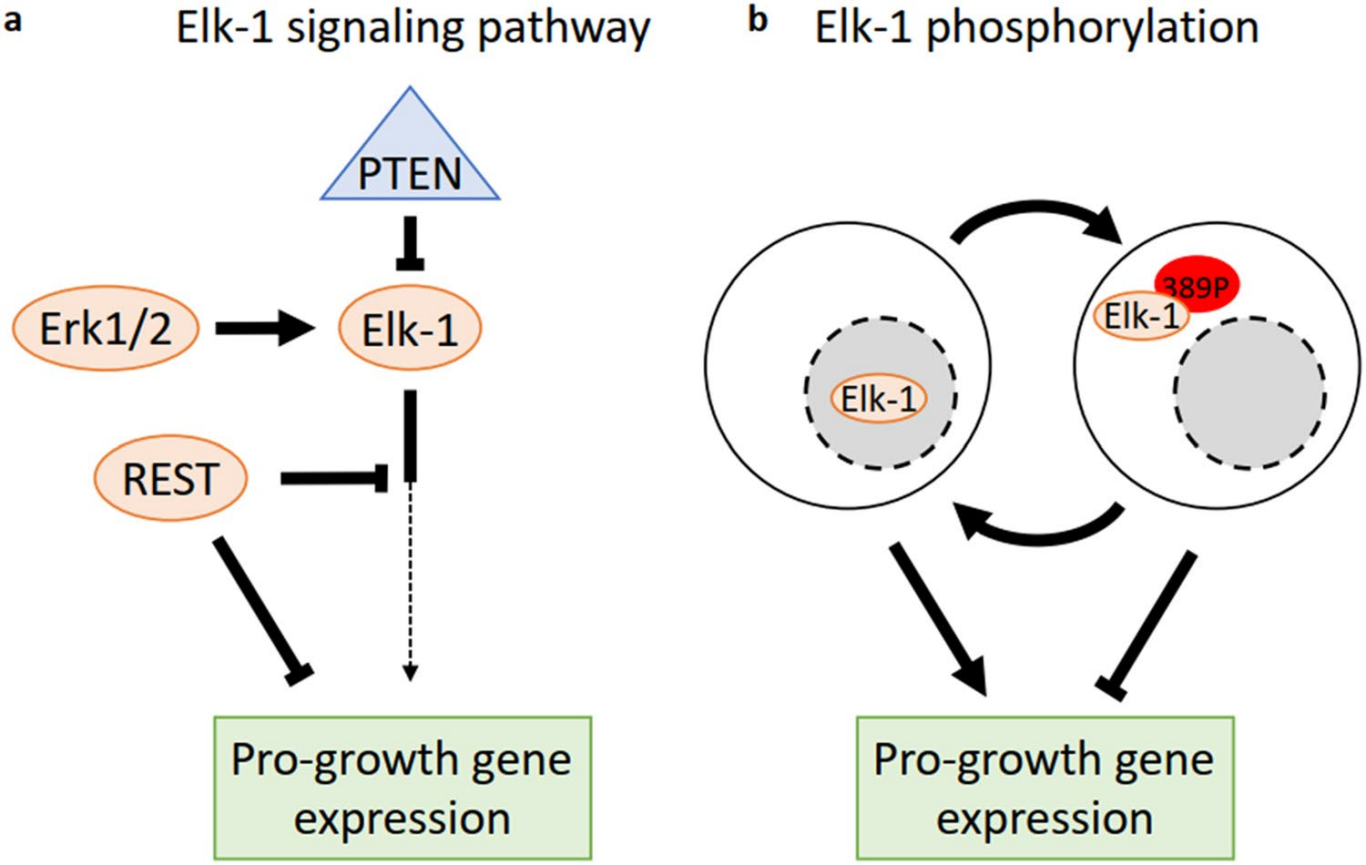
Integrated model of RGC growth promotion mechanism. (**a**) PTEN, an inhibitor of RGC survival and axon growth, is upstream of Elk-1 and inhibits Elk-1 expression, while Erk1/2 functions as an activator of Elk-1. While Elk-1 activity leads to the expression of pro-growth genes, REST may act as an inhibitor of this downstream pathway. (**b**) Elk-1 can either promote growth or inhibit growth based on phosphorylation of the S389 site. Phosphorylation of S389 leads to more cytoplasmic localization of Elk-1 and less pro-growth gene regulation.

## Discussion

Here we leveraged two orthogonal transitions in the growth state of RGCs—the loss of rapid axon growth ability during development, and the enhancement of regenerative capacity after optic nerve injury in the adult—to identify shared molecular expression networks and to extrapolate to TFs regulating these state changes. This approach identified a number of TFs previously identified to regulate neuronal survival and axon growth such as myocyte enhancer factor 2 (MEF2)^34^ and nuclear factor erythroid 2-related factor 2 (Nrf2)^35,36^, as well as novel predicted regulatory TFs such as Elk-1 and REST. 

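In the developmental samples, the 214 genes with the Mef2 consensus in the first exon had an NES of -1.07 (adjusted permutation p = 0.425), which did not separate them from random sets of genes. With the samples as replicates, this set passed fry, as most of the sets did (adjusted p = 0.00459 in limma), and did not pass camera (adjusted p = 0.773 in limma). The 378 genes with the consensus of Tcf11, a relative of Nrf2, and its partner MafG had a negative score with an adjusted permutation p of 0.00349. The set passed fry (adjusted p = 0.00363 in limma) and did not pass camera (adjusted p = 0.297 in limma). Nfe2l2, the gene of Nrf2 (ENSMUSG00000015839.6, chromosome 2, 75675513 to 75704641, minus strand), had 24.8 ± 3.53 CPM at E18 and 32.0 ± 1.60 at P5 (SD, n = 3 each), a log2 fold change of -0.37 (standard error 0.121, adjusted p = 0.0360 by edgeR's quasi-likelihood test). The call was lost in 4 of the 6 fits that each left out one sample. Mef2a (ENSMUSG00000030557.17, chromosome 7, 67231163 to 67372858, minus strand) had 131 ± 2.86 CPM at E18 and 225 ± 12.9 at P5 (SD, n = 3 each), a log2 fold change of -0.78 (standard error 0.0840, adjusted p = 0.000375 by the same edgeR test). Mef2c was lower at E18 as well (log2 fold change -0.85, standard error 0.165, adjusted p = 0.00418 by the same edgeR test), whereas Mef2d did not differ (log2 fold change 0.02, adjusted p = 0.915 by the same edgeR test).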

Other recent work has also used deep sequencing to identify novel regulators of survival and axon growth. One recent strategy used single-cell RNA sequencing to identify how 46 RGC subtypes respond to injury and used expression profiles of the most resilient subtypes to discover novel candidates for neuroprotection^17^. Certain RGC subtypes may be more resilient because of their expression of Elk-1, consistent with our findings that Elk-1 expression increases after injury, and subtype-specific expression of Elk-1 could be explored in other systems. Other regulators of axon growth have been discovered through screening knockdown of individual genes. In one such screen, candidate factors with growth-promoting effects on primary CNS neurons in vitro were subsequently screened in invertebrates and then in the rodent optic nerve^37^. Similarly, genomic screens specifically targeting kinase functionality in primary RGCs has also led to the discovery of new mediators of RGC survival^34^. Untargeted screens relying on conservation of mechanism, targeted screens, and transcriptomics of injury all are useful in identifying candidates for therapeutics, but targeted screens with candidates derived from RNA-sequencing approaches may be better suited to detect physiologic mediators of survival or axon growth after injury. Here we applied this latter approach, deriving Elk-1 as a candidate based on conservation of regulatory mechanisms between developing RGCs known to be in a rapid axon growth state, and injured adult RGCs treated with a combination of pro-regenerative therapeutics, leveraging state-of-the-art transcriptomics by isolating RGCs and identifying regulatory TFs.

We validated the importance of Elk-1 for RGC survival and regeneration in vivo after injury. Elk-1 belongs to the family of ETS-domain TFs, is a major nuclear target of mitogen-activated protein kinase (MAPK)^38^, and has been reported to play an important role in neuronal vulnerability in Alzheimer's disease downstream of Erk1/2^39^. Elk-1 is also known to control the expression of genes involved in cell cycle progression, differentiation, and apoptosis, and serves a central function in cell response to extracellular signals^40,41^. Elk-1 forms a ternary complex with serum response factor (SRF) on the serum response element (SRE) of the c-fos promoter which is an immediate early gene (IEG) and activates its rapid transcription^42,43^. While Elk-1’s known functions suggest it is primed for early injury response, the relevance of Elk-1 regulation as a potential target for axon regeneration treatment in either the CNS or PNS has not previously been explored.

Which changes in gene expression after injury reflect pro-survival versus pro-death responses is not obvious simply from the direction of up- or down-regulation of expression. Interestingly, our results indicate that Elk-1 expression is increased in the retina early after RGC injury in vivo, and based on our data that knockdown of Elk-1 promotes RGC cell death and suppresses axonal sprouting after injury, and that additional, exogenous expression of Elk-1 promotes RGC neuroprotection and axonal regeneration, the upregulation of Elk-1 expression after injury likely represents an attempted, albeit incomplete, recovery response. This result is consistent with previous in vitro studies that show chronic blockade of Elk-1 phosphorylation is associated with reduced SRF expression, which acts as a sensor for neuronal cytoskeletal actin dynamics and leads to growth cone collapse^28,44^. Thus, Elk-1 is essential for cell survival and axonal regeneration after injury, and expression of Elk-1 in the retina is an important factor controlling protection and regeneration.

Phosphorylation of the transcription activation domain of Elk-1 by Erk1/2 occurs at multiple sites, each of which progresses at a different rate, in some cases producing opposing transcriptional activity outcomes^27^. When phosphorylated, Elk-1 translocates from the cytoplasm, where it colocalizes with mitochondrial proteins or microtubules and may be toxic for neurons, to the nucleus, where it is implicated in regulating chromatin remodeling, SRE-dependent transcription, and neuronal differentiation^24,28,29,45^. The S383 and S389 sites were previously identified as most important for Elk-1 activity^28^. We found that expression of Elk-1 non-phosphorylatable at S389 (S389A mutants) promotes axonal outgrowth, whereas expression of Elk-1 mimicking phosphorylation at S389 (S389E mutants) suppresses axonal outgrowth, independent of the phospho-mutant state of S383. This is consistent with prior data in cell lines showing that deletion of the binding site for Erk2 resulted in a decrease in S383 phosphorylation and an increase in S389 phosphorylation^27^. This supports a model in which Erk1/2 signaling, pro-survival and pro-axon growth in RGCs^46,47^, leads to phosphorylation of S383, dephosphorylation of S389, and a more explicitly pro-survival and growth state of Elk-1 (Fig. 6B). Indeed our in vivo results showed that overexpression of the S383E/S389A double mutant Elk-1 in RGCs had a stronger axonal regeneration effect than wildtype, albeit a similar neuroprotective effect. Interestingly, this last point demonstrating differential regulation of survival versus axon regeneration has been seen several times recently, including DLK/LZK inhibition leading to neuroprotection only^34^ and Sox11 overexpression leading to axon regeneration at the expense of RGC survival^48^. The effect of phosphorylation of other residues on Elk-1 localization, binding to DNA, and function requires further investigation, and could further optimize the pro-growth effects of Elk-1.

Consistent with the discovery of Elk-1 coming from a gene expression analysis of a regeneration therapy that included PTEN knockdown, we found that PTEN knockout increased Elk-1 expression, and that knockdown of Elk-1 expression blocked the positive survival and growth effects of PTEN knockout alone. The effects of Elk-1 overexpression on RGC survival and axonal regeneration were also synergistic with PTEN KO, suggesting that PTEN knockout alone does not maximize Elk-1 expression or activation, and that RGC survival and regeneration is sensitive to the dose-dependent effects of Elk-1 expression. Although in cancer cells, the mTOR inhibitor rapamycin does not affect Elk-1 expression^49^, PTEN loss can lead to enhanced SRF activity on transcriptional targets^50^. As Elk-1 forms a complex with SRF during transcriptional activation, this may be a mechanism behind the synergistic effect between Elk-1 and PTEN.

In contrast to PTEN’s dependence on Elk-1 for its effects on axon growth, interfering with REST function was dominant over exogenous expression of Elk-1. REST is a zinc finger transcriptional repressor of many genes encoding neuronal proteins^51–53^. REST plays a key role in neuronal development, especially in stem and early progenitor states^54,55^. Recent reports have shown that the REST is also induced in the aging brain and is involved in mechanisms underlying regulation of aging in the nervous system^56,57^. We previously reported that REST suppresses differentiation of progenitor cells into RGCs via Sox4 and Sox11^58,59^, but we have only recently studied the role of REST in neuroprotection and regeneration in adult neurons after injury^32^, and now report on the interaction between REST and Elk-1, the top predicted negative and positive regulators of gene expression in response to a cocktail of regenerative therapies and through RGC development. Our data demonstrate that REST overexpression inhibits the effects of Elk-1 overexpression, whereas Elk-1 knockdown did not inhibit the positive effects of a REST dominant negative construct. Our model for REST’s negative dominance over ELK-1’s positive effects is supported by previous reports using mouse neuroblastoma cells showing that REST blocks Elk-1 activity^33^ (Fig. 6A). In other systems, REST is required for myocardial regeneration^60^, and depending on the presence of the RNA-binding protein ZFP36L2, REST can play a positive or negative role in the regeneration of dorsal root ganglia (DRG)^61,62^. Further exploration of the interplay between REST and Elk-1 is necessary to advance understanding of genome regulation of axonal regeneration after injury and may lead to further understanding of pro- and anti-survival and axon growth transcriptional programs.

In summary, these data suggest that Elk-1 is a key regulator of adult RGC survival and axon growth, and central to the complex interaction of multiple known pathways in neural regeneration. Further studies of Elk-1 and its transcriptional co-regulators, inhibitors, and gene targets could lead to new therapeutic approaches to promote CNS repair in various neurodegenerative diseases, including in optic neuropathies.

## Materials and methods

### Animals and ethics statement

All use of animals conformed to the ARVO Statement for the Use of Animals in Research, all experiments were performed in accordance with relevant guidelines and regulations, and all animal procedures were approved by the Institutional Animal Care and Use Committee and the Institutional Biosafety Committee of Stanford University and Boston Children’s Hospital. C57BL/6 wildtype mice of varying ages and of either sex were obtained from Charles River (Portage, MI, USA) and Jackson Laboratories (Bar Harbor, ME, USA). PTEN^flox/flox^ mice were obtained from Jackson Laboratories (Bar Harbor, ME, USA). All methods were completed and reported in accordance with ARRIVE guidelines.

### Animal surgery

All surgeries were performed under adequate anesthesia with intraperitoneal injections of ketamine hydrochloride, 60 mg/kg, and xylazine hydrochloride, 8 mg/kg. After surgery, animals were allowed to recover on a heating pad and were given subcutaneous injections of buprenorphine hydrochloride, 0.1 mg/kg, twice a day for 3 consecutive days to minimize discomfort^63^.

### Intravitreal injection of viruses

Mice of both sexes were injected intravitreally with a 2 µL volume of AAV2.CMV.Elk-1.P2A.eGFP (referred to as “AAV2-Elk-1”) (P30 Vision Core, Stanford University, CA, USA), AAV2.U6.shR.Elk-1.PGK.eGFP (“AAV2-shRNA-Elk-1”) (UPenn Vector Core), AAV2.CMV.GFP (“AAV2-GFP”) (UPenn Vector Core), or AAV2.UbC.shR.Luciferase.eGFP (“AAV2-shRNA-Luciferase”) (UPenn Vector Core) at postnatal day 23 (P23) avoiding injury to the lens. In some experiments, PTEN^flox/flox^ mice of both sexes were injected intravitreally with a 2 µL volume of AAV2.CMV.eGFP-cre (“AAV2-cre-GFP”) (UPenn Vector Core) at P21 with AAV2-GFP as a control in the contralateral eye. Two days later (P23), mice were injected with 2 µL of AAV2-Elk-1 or AAV2-shRNA-Elk-1 with AAV2-GFP or AAV2-shRNA-control injected in control eyes.

In other experiments, either WT AAV2-Elk-1 or AAV2-Elk-1^S383E/S389A^ (P30 Vision Core, Stanford University, CA, USA) were injected intravitreally as described above. For REST experiments, either AAV2-CAG-DN-REST or AAV2-CAG-REST were injected intravitreally using the same injury protocol. All viral titers ranged from 0.5–10 × 10^13^ genome copies/ml.

### Fluorescence-activated cell sorting to isolate adult RGCs

To investigate the transcriptome in normal adult RGCs, RGCs with optic nerve crush, or RGCs undergoing axon regeneration, B6.Cg-Tg(Thy1-CFP)23Jrs/J mice, which express cyan-fluorescent protein selectively in RGCs^64^, were used. Mice received intraocular injections of either a well characterized adeno-associated virus expressing shRNA against PTEN mRNA^65^ and mCherry (AAV2-H1-shPten.mCherry), or a control virus expressing shLuciferase.mCherry (AAV2-H1-shLuc.mCherry). After 2 weeks for virally encoded gene expression, mice underwent optic nerve crush. Experimental group received an intravitreal injection of 90 ng recombinant oncomodulin plus 50 µM CPT-cAMP in 3 µl of total volume; control mice received intravitreal injection of saline. At 1 or 5 days post-surgery, mice were euthanized, retinas were dissected and dissociated by gentle trituration in the presence of papain, and virally-transfected RGCs were selected by FACS (BD Biosciences) on the basis of being positive for both CFP and mCherry. We typically obtained 2000–11,000 RGCs per retina and pooled RGCs from 2–3 same treated retinas for one sample depending on the number of sorted cells; each condition was repeated at 8 times in independent experiments.

### RNA sequencing, differential expression, and GSEA

RNA-sequencing for developmental dataset carried out for the RNAs using TrueSeq with RiboZero Gold. Sequencing for injury datasets were described by Cheng et al.^21^. Samples were sequenced using 100-base paired end reads resulting in minimum of 135 M reads per sample using Illumina HiSeq-2500 system. Reads were aligned to the latest mouse mm10 reference genome using the STAR (ver 2.4.0) spliced read aligner. Average uniquely mapped rate was 88.0 ± SD 0.51%. Read counts for mm10 RefSeq (ver 07.24.14) genes were generated by HT-seq 0.6.1.

### Differential expression and GSEA

Raw counts were normalized by TMM. Differentially expressed genes were analyzed using an EdgeR bioconductor R^66^. 

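Between the E18 and P5 samples, 7135 of the genes tested (43.4%) were differentially expressed by edgeR's quasi-likelihood test, 3426 higher at E18 and 3709 lower. Among these, 1051 were at least 2-fold higher and 1567 at least 2-fold lower. The E18 values of 9195 genes (55.9%) all lay on one side of the P5 values, against 10% by chance for 3 samples against 3, and 6968 of these were among the differentially expressed genes. The count moved most without E18 replicate 3, to 4575 genes, of which 4515 were among the 7135, and it rose to 8796 without P5 replicate 8. The authors' deposited table, at a false discovery rate under 0.05, holds 7182 genes, 3468 higher and 3714 lower, and 6478 of them were called here with the same sign. Among genes with a mean of at least 10 CPM and no overlap between the ages, those furthest above P5 at E18 were Tfap2b (5.39), Igf2bp1 (4.97), Fam60a (3.33), Ccnd1 (2.94) and Hist1h1d (2.94) on the log2 scale. Igf2bp1 (ENSMUSG00000013415.9, chromosome 11, 95957163 to 96005940, minus strand) had 20.0 ± 4.08 CPM at E18 and 0.634 ± 0.620 at P5 (SD, n = 3 each; standard error of the log2 fold change 0.648, adjusted p = 0.000816 by edgeR's quasi-likelihood test). Tfap2b varied widely at E18, with 47.3, 120 and 1.63 CPM in replicates 1, 3 and 4 against 1.01 to 1.56 at P5. It belongs to the list of amacrine genes and Ccnd1 to that of retinal progenitors. RNA from cells other than RGCs was not excluded for these genes. Ccnd1 varied as widely, with 145, 34.7 and 14.2 CPM, its log2 fold change was 1.54 without E18 replicate 1, and its call was lost without P5 replicate 6 or P5 replicate 9. Those furthest below P5 at E18 were Lynx1 (-4.29), Elfn1 (-4.14), Hspb1 (-4.01), Dync1i1 (-3.89) and Sparcl1 (-3.73). Lynx1 (ENSMUSG00000022594.14, chromosome 15, 74747852 to 74753046, minus strand) had 9.00 ± 0.868 CPM at E18 and 175 ± 113 at P5 (SD, n = 3 each; standard error 0.433, adjusted p = 0.000312 by the same edgeR test).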

Raw and processed RNAseq data are deposited to Gene Expression Omnibus. Enrichment analysis for gene set was performed with GSEA (ver 2.2.2) using MsigDB (ver 5.1). Input gene lists were generated by directional p-values (− sign(logFC)*log10(pVal)) obtained from EdgeR analysis. Normalized enrichment score was used to assess enrichment of gene sets.

### Optic nerve crush

Two weeks after virus injection, the optic nerve was exposed intraorbitally and crushed using fine surgical forceps (Dumont #5) at 2.0 mm behind from the posterior pole of the globe for 5 s, avoiding injury to the ophthalmic artery^67^.

### Anterograde labeling

Two days before the end of the study, 2.0 µL of 1.0 mg/mL cholera toxin subunit B (CTB-555, Invitrogen, Carlsbad, CA, USA) were injected intravitreally as an anterograde tracer to visualize axons and nerve terminals originating from living RGCs. Mice with any significant postoperative complications (e.g., retinal ischemia, cataract) were excluded from further analysis. Two weeks after optic nerve crush, animals were deeply anesthetized and perfused with 4% PFA in PBS. Optic nerves and retinas were dissected and post-fixed in 4% PFA for 1 h and subsequently washed in PBS. Optic nerves were cryopreserved by incubation in 30% sucrose at 4 °C overnight before mounting in optimal cutting temperature compound (Tissue-Tek^R^ O.C.T, Sakura Finetek, Torrance, CA, USA). Longitudinal sections (10 µm) were made of the entire optic nerve and imaged using fluorescence microscopy (Observer.Z1; Carl Zeiss Meditec) with 20 × magnification objective.

### Immunohistochemistry and quantification of RGC survival

To study RGC survival, retinas were dissected two weeks after optic nerve crush and immunohistochemistry was performed against RBPMS, a reliable RGC-specific marker, as described previously. Flat-mount retinas were fixed with 4% PFA. Following rinses in PBS, samples were blocked and permeabilized in antibody buffer (3% Triton X-100, 0.5% Tween-20, 1% BSA, 0.1% Na azide) for 1 h to reduce nonspecific binding. Samples were incubated overnight at 4˚C in antibody buffer containing rabbit polyclonal anti-RBPMS (1:200, 1830-RBPMS; PhosphoSolutions, Aurora, CO, USA), washed with PBS, incubated in antibody buffer containing goat anti rabbit Alexa Fluor 647-conjugated, highly cross-adsorbed antibodies (1:500; Invitrogen), and washed with PBS. Retinas were mounted using ProLong Gold Antifade Reagent (Molecular Probes, Inc., Eugene, OR, USA). The retinas were divided into 4 quadrants, the images were acquired using 880 Zeiss Confocal microscope (Carl Zeiss) from each quadrants which were 700 µm from the edge of the retinal petal. Therefore, four images were quantified per retina. Four to seven retinas were used for each condition. RBPMS-positive cells were counted manually in a masked fashion and presented as cells per millimeter squared in each region of the retina^5,68^.

### Quantification of regeneration

Lines were drawn perpendicular to the long axis of the optic nerve 0.1, 0.25, 0.5, 0.75, 1.0, 1.25, 1.50, 1.75 and 2.0 mm past the crush site. CTB-positive axons passing these lines were counted in every fourth section per optic nerve in a masked fashion. The width of the nerve at each line was measured and used to calculate the number of axons per mm of nerve width. The average number across all sections was combined as axons per mm width to control for volume using a previously published and validated approach^5,69^. The total number of axons extending to distance (*d*) in a nerve with a radius of (*r*) was estimated by summing over all sections having a thickness *t* (10 µm) as follows: ∑a_*d*_ = π*r*^2^ × (average axons/mm)/*t*.

### Western Blot analysis

To collect protein from in vivo retinas, mice were deeply anesthetized and euthanized by inhalation overdose of CO_2_ 2 weeks after virus injection, and after retinal dissection, proteins were extracted in radioimmunoprecipitation assay (RIPA) buffer containing protease and phosphatase inhibitor cocktails (Thermo Fisher Scientific, Waltham, MA, USA). For Western blots, the samples were boiled at 100 °C for 5 min, and equal amount of proteins from cell lysates were loaded on the SDS PAGE. Then proteins were transferred to PVDF membrane and incubated with primary antibody at 4 °C overnight. Primary antibodies used for these experiments included anti-Elk-1 (1:1000, ab131465; Abcam, Cambridge, UK, sc-365876; Santa Cruz Biotechnology), anti-Flag (1:1000, 14793; Cell Signaling Technology), anti-GAPDH antibody (1:2000; Cell Signaling Technology). Secondary antibodies were horseradish peroxidase (HRP)–conjugated anti-mouse IgG (1:2000; NA-931; GE Healthcare Life Science, Little Chalfont, United Kingdom) and anti-rabbit IgG antibody (1:3000; NA-934; GE Healthcare Life Science). Immunopositive bands were visualized with enhanced chemiluminescence (ECL; Thermo Fisher Scientific) and imaged on an LAS-3000 (Fujifilm, Tokyo, Japan). Densitometry was performed with ImageJ (http://imagej.nih.gov/ij/; NIH, Bethesda, MD, USA).

### Cell culture and nuclear/cytoplasmic fractionation

HEK 293T cells were cultured in 10% FBS/DMEM (Invitrogen) until 80% confluent, as previously described^59^. Cells were transfected with the gene of interest using the Lipofectamine 3000 kit (Invitrogen), cultured for 3 days, and then lysed for protein. Nuclear/cytoplasmic fractionation was conducted using the NE-PER Nuclear and Cytoplasmic Extraction Reagents kit (Thermo Fisher Scientific) according to the manufacturer’s protocol and as previously reported^70^.

### Culture, transfection and analysis of axon length of primary hippocampal neurons

Hippocampal cultures were prepared from C57BL/6 mice embryonic day 16 embryos and live cell imaging was performed as previously described with slight modification^71^. Briefly, mouse hippocampi were dissected in PBS medium with 10 mM d-glucose and digested with 0.05% trypsin–EDTA in PBS with 11 mM d-glucose for 30 min at 37 °C. The dissociated tissues were centrifuged then triturated with pipet in HBSS with calcium and magnesium in plating medium (10% horse serum in DMEM). Dissociated neurons were plated on nitric acid-treated 25 mm cover glass coated with poly-l-lysine in plating medium. The medium was replaced with Neurobasal (Thermo Fisher Scientific) medium supplemented with 1% N2, 2% B27 (Invitrogen), 5 mM d-glucose, 1 mM sodium pyruvate. Three days later, neurons were transfected with the gene of interest using the Lipofectamine LTX with Plus kit (Invitrogen). Cells were cultured for an additional 3 days and then live cell imaging was performed. Images were acquired with fluorescence microscopy and processed with Adobe Photoshop. The length of the longest neurite for at least 10 neurons per condition was measured for each experiment with ImageJ with Simple Neurite Tracer plugin.

### Plasmid information

Recombinant protein expression vectors used for wildtype Elk-1, Elk-1^S383A/S389A^, Elk-1^S383A/S389E^, Elk-1^S383E/S389A^, and Elk-1^S383E/S389E^ were FLAG-tagged and packaged by Vector Builder (Chicago, IL, USA). The vector IDs VB180406-1033qaj, VB180511-1097rbd, VB180406-1043sqs, VB180511-1095bvv and VB180511-1108eyu can be used to retrieve detailed information about the vector on vectorbuilder.com.

### Statistical analysis

Data were analyzed using Graphpad Prism 7 (Graphpad, San Diego, CA, USA). The Kruskal–Wallis test, followed by two-stage linear step-up procedure of Benjamini, Krieger and Yekutieli or multiple t-tests were performed for multiple comparisons as indicated in figure legends. For statistical comparison of two samples, we used a 2-tailed Student’s t-test or paired t-test. P values of less than 0.05 were regarded as statistically significant. All measures were taken from distinct samples.

## Supplementary Information

Supplementary Figures.

## Data Availability

The datasets generated and analyzed during the current study are available in the Gene Expression Omnibus repository, sequencing raw data and processed data are available in GEO (GSE142881: RGC injury dataset, GSE156305: RGC developmental dataset).

# Supplementary material for: Elk-1 regulates retinal ganglion cell axon regeneration after injury
**Source:** Sci Rep. 2022 Oct 19;12:17446. doi: 10.1038/s41598-022-21767-3
**Supplement:** Supplementary file 1 — Supplementary Figures.

## **Supplementary Information**

### **Elk-1 regulates retinal ganglion cell axon regeneration after injury**

Takahiko Noro\*, Sahil H. Shah\*, Yuqin Yin, Riki Kawaguchi, Satoshi Yokota, Kun-Che Chang, Ankush Madaan, Catalina Sun, Isil Kurnaz, Giovanni Coppola, Daniel Geschwind, Larry I. Benowitz, Jeffrey L. Goldberg

### **3 Supplemental Figures**

**Figure S1.** Validation of Elk-1 and REST constructs.

**Figure S2.** Full-length western blots of those presented in the main figures.

**Figure S3.** Full length western blots of those presented in Figure S1.

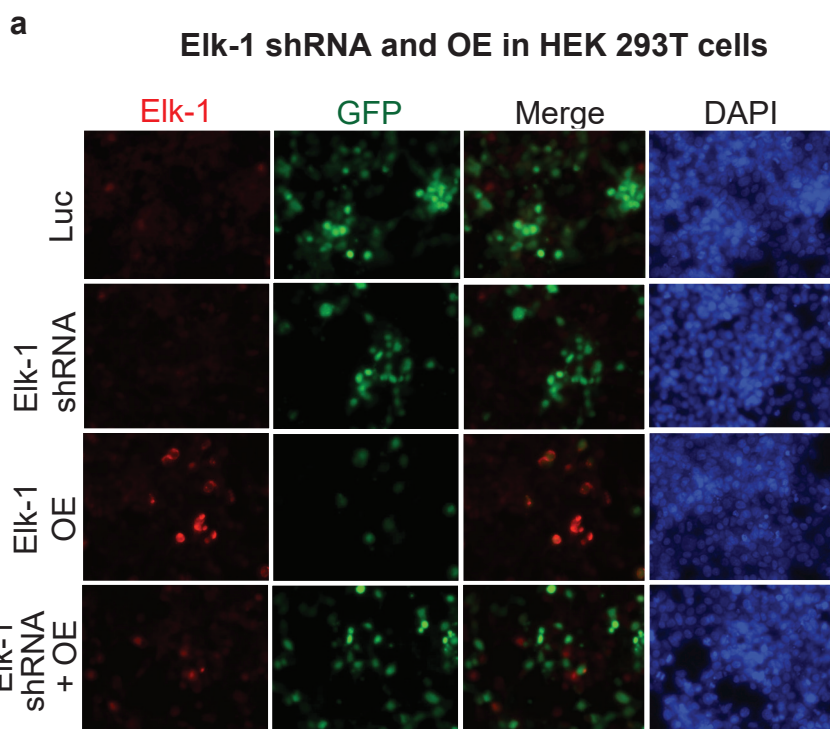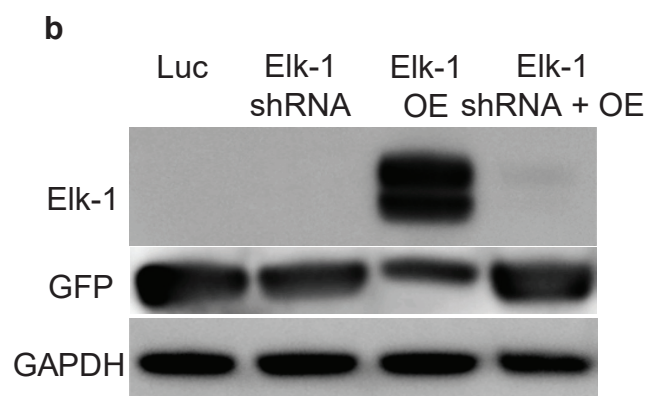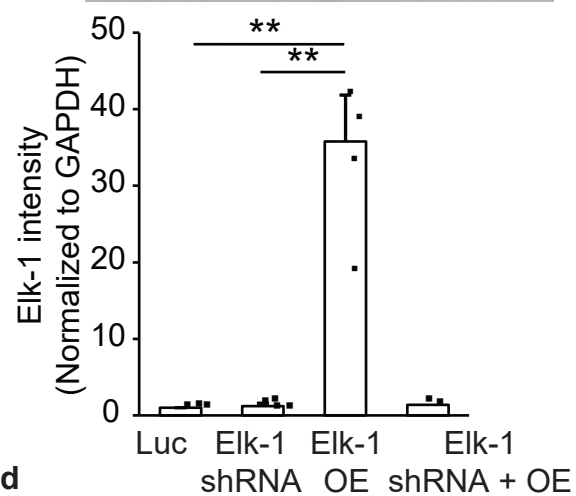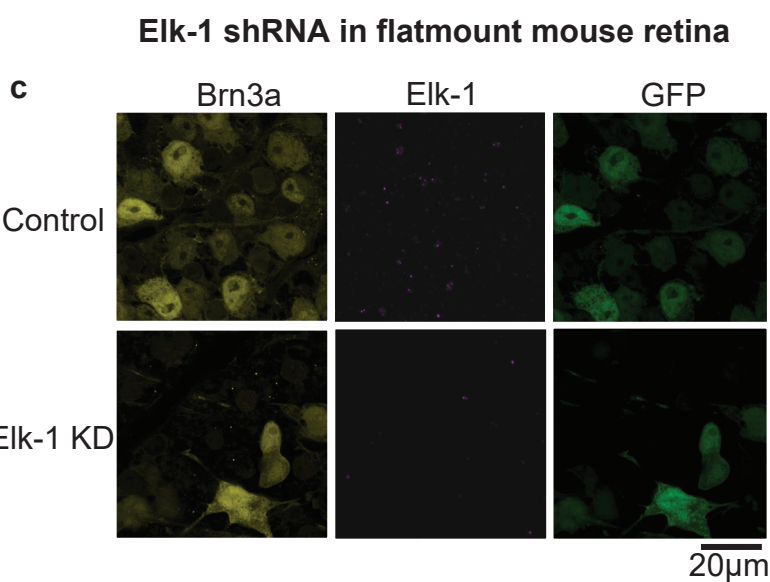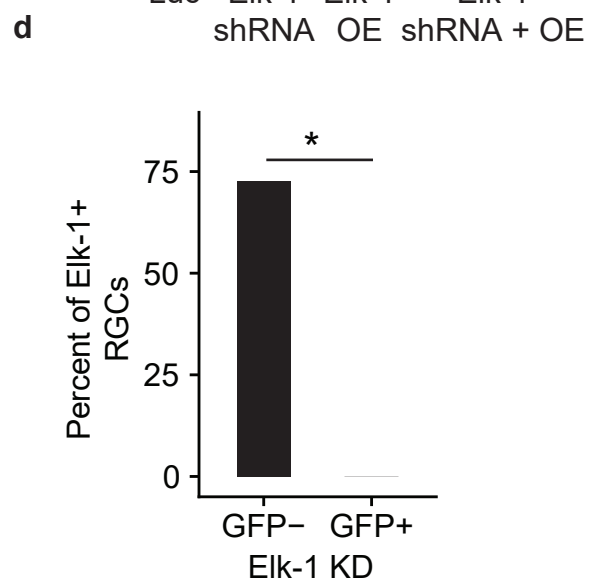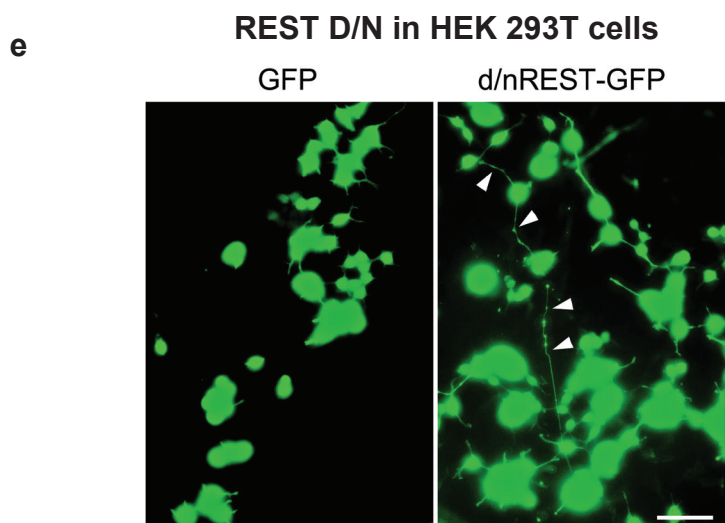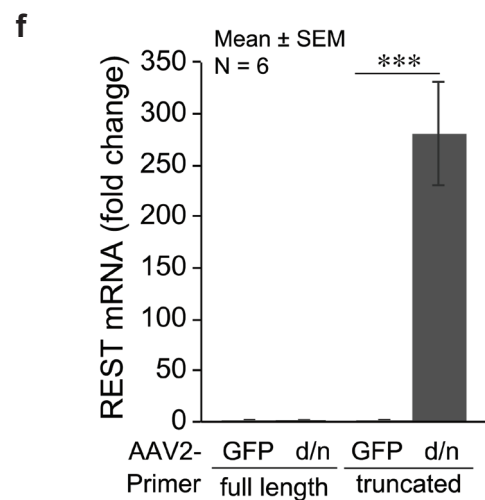

### Figure S1. Validation of Elk-1 and REST constructs.

**(a)** Expression of luciferase (Luc), Elk-1 shRNA, Elk-1 overexpression (OE), or combined Elk-1 shRNA and Elk-1 OE plasmids in HEK 293T cells. Cells were stained with Elk-1 antibody and imaged for Elk-1 and GFP expression. **(b)** Western blot against Elk-1, GFP, and GAPDH for HEK 293T cells as described in (a). Relative quantification shown below.  $**P<0.01$ , Kruskal-Wallis test, followed by two-stage linear step-up procedure of Benjamini, Krieger and Yekutieli to correct for multiple testing. **(c)** Retinal flatmounts prepared 2 weeks after AAV2-scramble-GFP vs AAV2-Elk-1-shRNA intravitreal injection in wildtype mouse eyes, demonstrates decreased Elk-1 expression in RGCs after knockdown. **(d)** Quantification of Elk-1 positivity in RGCs shows significant loss of Elk-1 expression in RGCs transduced with knockdown virus compared to neighboring cells not transduced with knockdown virus.  $*p<0.05$ , Fisher's exact test. **(e)** Expression of REST D/N compared to GFP control in HEK 293T cells. White arrows demonstrate formation of extensions in these cells after REST D/N expression. **(f)** qPCR of HEK 293T cells transduced with either AAV2-REST D/N or AAV2-GFP. Primers targeted for full-length REST did not show amplification. Primers targeting truncated REST showed significant increase in REST expression compared to GFP control.  $***P<0.001$ , two-tailed T-test.

**a**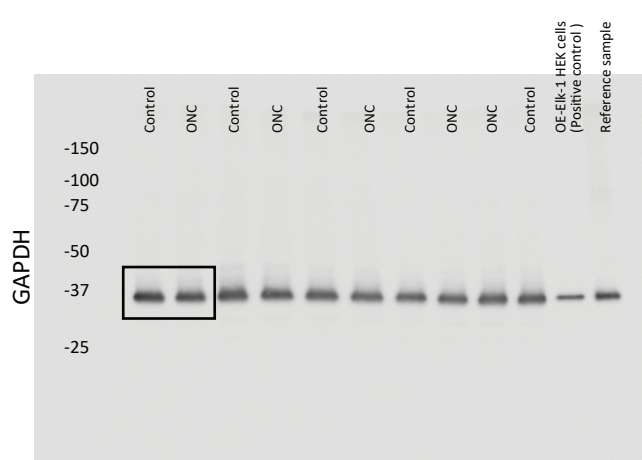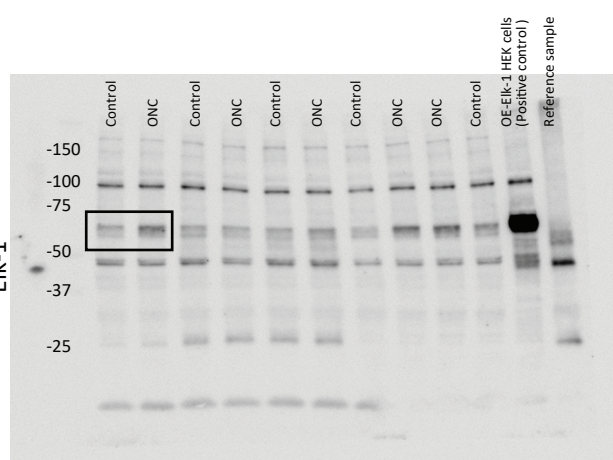**b**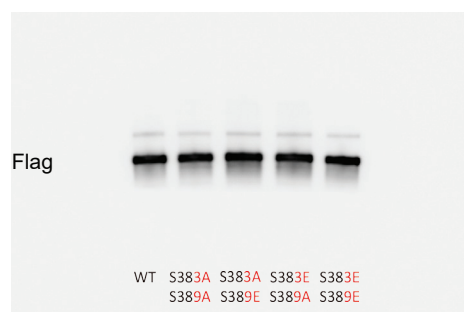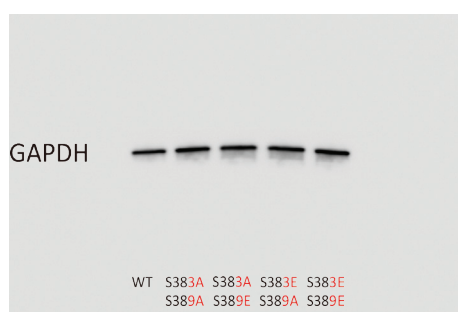**c**

Protein Standards  
Cytoplasmic  
Nucleus  
Cytoplasmic  
Nucleus  
Protein Standards  
Cytoplasmic  
Nucleus  
Cytoplasmic  
Nucleus  
Cytoplasmic  
Nucleus  
Cytoplasmic  
Nucleus  
Protein Standards  
Cytoplasmic  
Nucleus  
Cytoplasmic  
Nucleus

Protein Standards  
Cytoplasmic  
Nucleus  
Cytoplasmic  
Nucleus  
Protein Standards  
Cytoplasmic  
Nucleus  
Cytoplasmic  
Nucleus  
Cytoplasmic  
Nucleus  
Cytoplasmic  
Nucleus  
Protein Standards  
Cytoplasmic  
Nucleus  
Cytoplasmic  
Nucleus

Lap2β

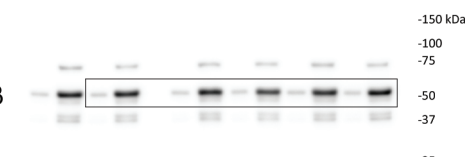

GAPDH

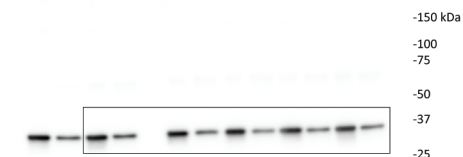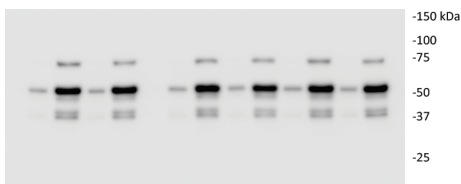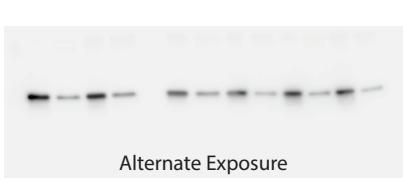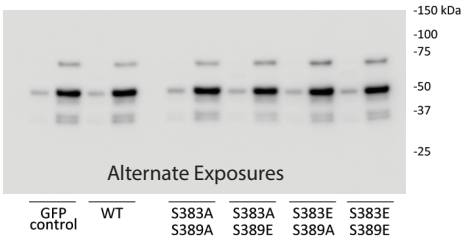

Flag

(GAPDH)

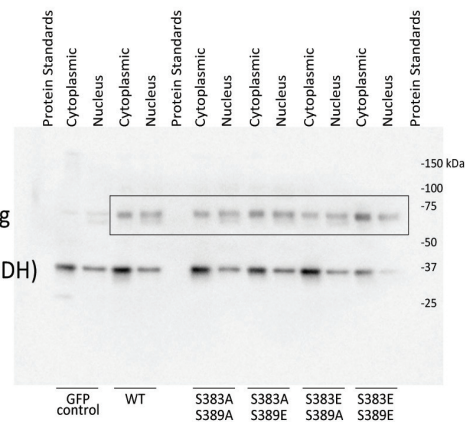**d**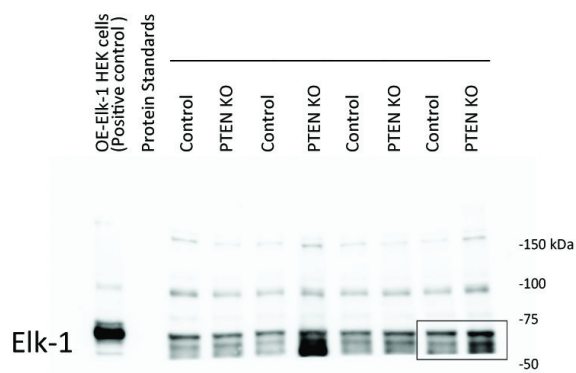

GAPDH

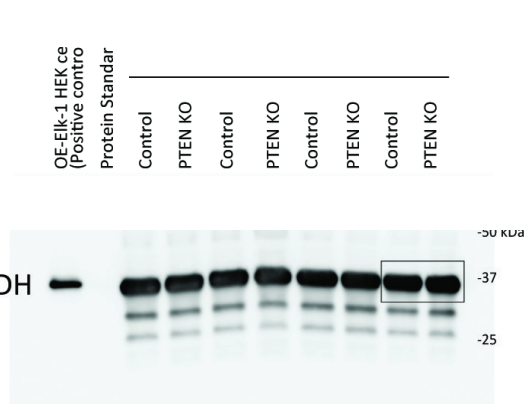

**Figure S2. Full length western blots of those presented in the main figures.**

**(a)** Full length blots for Figure 2a. **(b)** Full length blots for Figure 3a. **(c)** Full length blots for Figure 3b, with alternative exposures included. **(d)** Full length blots for Figure 4a.

a

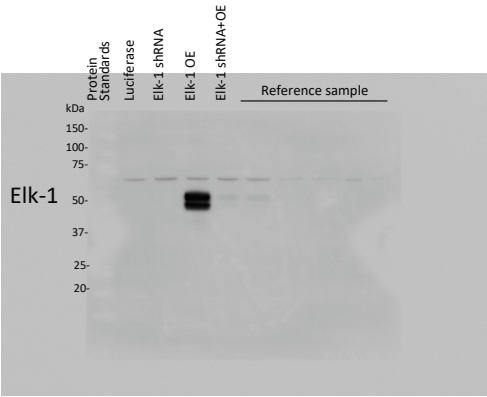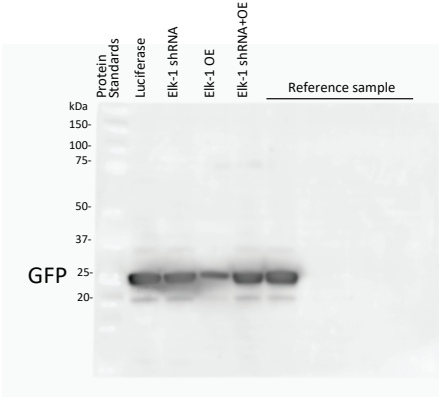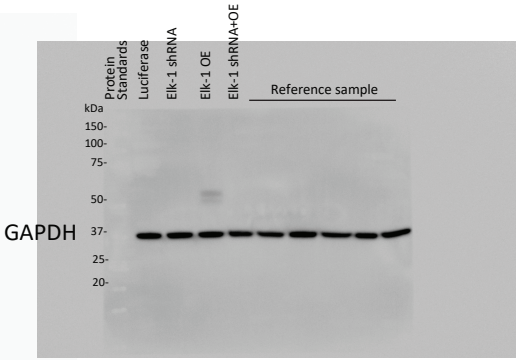

**Figure S3. Full length western blots of those presented in Figure S1.**

**(a)** Full length blots for Figure S1b.

How the deposited data were processed for this re-analysis (not part of the article)

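RNA-seq of RGCs purified by immunopanning was compared between 3 samples from E18 and 3 samples from P5 mice. The samples were grouped by their labels, which give the age and a replicate number, 1, 3 and 4 at E18 and 6, 8 and 9 at P5. One column name at E18 carries the numbers 1, 2 and 5, and it was taken as replicate 1, since no other label holds that number. The injury samples were not analysed here.

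The authors sequenced 100-base paired-end reads after ribosomal RNA depletion, aligned them to mm10 with STAR 2.4.0 and counted them on RefSeq genes with HT-seq 0.6.1. They deposited raw counts per gene and sample. The deposited normalized counts are a signal scaled for library size by the authors, and they were not used in any test. The log2 fold changes of E18 over P5 and the p-values with their false discovery rates were deposited by the authors from EdgeR, whose test and version are not named. The other column deposited by the authors is a rank that follows the mean normalized count and was not used. Neither the strand setting of the counting nor the handling of reads that map to several genes is stated, so counts of near-identical genes and of overlapping genes are uncertain. Replicates were compared by a chi-square test over genes, and none differed by as little as sampling noise, with values of 32.1 to 149 per degree of freedom between samples of one age.

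Counts were normalized by TMM and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, on the 16449 of 24060 genes that passed its expression filter, with Benjamini-Hochberg adjustment and a threshold of 0.05. CPM values use the TMM-normalized library sizes. Standard errors of the log2 fold changes belong to the fitted model. Between 81213639 and 114512853 reads per sample were counted on genes, and the ribosomal transcript Rn45s took 0.0953% to 0.329% of them. Since samples of one age differed by far more than sampling noise, the spread between samples sets the precision of most genes. On simulated counts for 16305 genes with 200 changed 2-fold, the quasi-likelihood test recovered 132 (66%) with 10 false calls, and DESeq2 recovered 153 with 41.

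Gene sets were scored with fgsea 1.28.0 on the signed log10 p-value, with weight 1 and 10000 permutations of genes. A planted list of 40 genes in the simulated counts scored 2.96, and 1 of 100 random lists was called. The camera and fry tests of limma 3.58.1 use the samples as replicates, and camera was run with a preset correlation of 0.01. Of the lists called by camera, those of Elk-1 with SRF, REST targets and dividing cells, none held under fry or with the correlation estimated. The lists covered RGCs, photoreceptors, bipolar cells, amacrine cells, Müller glia with astrocytes, microglia, oligodendrocytes, endothelial cells with pericytes, red blood cells, retinal progenitors and dividing cells, and the targets of Elk-1 with SRF and of REST. They were written, with the consensus sequences and the choice of main and alternative settings, before the data were examined. The design called for the consensus within 500 bases of the start site and named the target lists as the fallback without a genome. No genome sequence was used here, so the lists stand as the main sets, and the sets from first exons were added after the data were seen.

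The genes named are the 48 that the paper names as factors, targets or markers, and 5 genes in each direction with the largest log2 fold change of E18 over P5. These were taken among genes past the threshold, without overlap between the ages and with a mean of at least 10 CPM. Any other gene is said to be named after its value was seen. The values of some single genes are not reported here. Gene coordinates are those of the GENCODE annotation of mm10, matched by symbol, and Fam60a has none under that symbol.

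The alternatives were DESeq2 1.42.0, edgeR's exact and likelihood ratio tests, upper-quartile normalization, other filters on low counts, other rankings and weights for GSEA, other windows for the consensus, other set tests and the omission of each sample in turn. No pairing of samples was used, and tests across 3 samples against 3 have 10 splits, so a share under 0.1 cannot be reached.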

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

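Genes of dividing cells were higher at E18, a difference between the ages that the paper does not discuss. The tests of normalization and of the amacrine genes below were chosen after these results were seen. The test of progenitor genes was set before their values were looked at, except that Dll1 had been seen in an earlier listing.

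The list of 14 dividing-cell genes had a median log2 fold change of 1.55, which was 0.70 without E18 replicate 1. By edgeR's quasi-likelihood test, 9 genes were higher, no gene of the list had a negative log2 fold change, and 13 passed when adjusted over the list alone. The NES was 2.05 (adjusted permutation p = 0.00372). Camera gave an adjusted p of 0.0137 in limma, which rose to 0.0967 without P5 replicate 8 and to 0.0640 without P5 replicate 9, and the call did not hold under fry (0.262) or with the correlation estimated (0.959). The difference was uneven. Summed over the list, E18 replicates 1, 3 and 4 had 382, 159 and 99.3 CPM, against 82.7, 95.2 and 74.5 in P5 replicates 6, 8 and 9, so that E18 replicate 4 lay close to the P5 samples. Mki67, named after its value was seen, had 29.2 ± 34.6 CPM at E18 and 2.34 ± 1.66 at P5 (SD, n = 3 each). The list of 12 retinal progenitor genes had a median log2 fold change of 2.32, with 6 genes higher by edgeR's test, none with a negative log2 fold change and 7 past the threshold when adjusted over the list alone. Without E18 replicate 1 that median was 0.77. The NES of the list was 1.74 (adjusted permutation p = 0.0326) and its camera adjusted p in limma 0.0515.

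A shift from normalization or depth would move other genes alike. Between E18 replicates 1 and 4, the median log2 ratio of the dividing-cell genes was 2.58 and that of the RGC markers -0.22, which argues against normalization or depth as the source. Other lists rose too, with medians of 3.66 for retinal progenitors, 1.48 for amacrine cells, 1.42 for endothelial cells and pericytes, 0.64 for photoreceptors and 0.45 for Müller glia and astrocytes, whereas those of microglia (0.20), oligodendrocytes (0.05) and bipolar cells (-0.03) moved little. A candidate explanation for the dividing-cell genes is RNA from dividing retinal progenitors, in a share that falls from replicate 1 to 3 to 4. Of 8 progenitor genes, 5 fell in that order (exact binomial test, one-sided, p = 0.00461, treating genes as independent, which they are not), and 5 of the 7 without Dll1 did (exact binomial test, one-sided, p = 0.002). The exceptions, among 8 genes fixed in advance, were Sox2, Pax6 and Dll1, where Sox2 was highest in replicate 3 (69.8 CPM, against 45.5 and 0.954). Of the genes in order, Notch1 was the most abundant, at 25.9, 6.21 and 1.60 CPM. The 12 progenitor genes include Pax6, which was also abundant at P5 (496 to 629 CPM). Whether the RNA came from progenitors carried through the purification or from young RGCs that still hold such transcripts stays open, and so does a difference in age between the E18 preparations. No test here separates these. The amacrine genes did not follow that order. The median log2 ratio of replicate 1 over 3 was 1.55 for the dividing-cell genes and 2.12 for the progenitor genes, and -0.42 (95% bootstrap interval over genes -0.87 to -0.05) for the amacrine genes, of which 9 of 10 were higher in replicate 3. This argues against RNA from dividing progenitors as the whole cause of the amacrine rise, whose source stays open. For the endothelial and pericyte genes it was 0.54 (interval 0.10 to 2.03), with most of them at a mean under 1 CPM at E18, and their source stays open too.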

How the results depend on the processing

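The alternatives run were set before the data were examined, except the windows within the first exon and the unweighted scores combined with another choice, which were chosen after seeing the data. The windows around the start site were not run, since no genome sequence was used here, and neither were the pseudocount and the filter on low values, since the files hold counts. No paired analysis was possible because the E18 and P5 samples share no replicate number.

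The number of genes called was stable across tests and filters, from 6746 (at least 10 counts in every sample, of 15280 genes tested) to 7634 (DESeq2). It was 7398 with edgeR's exact test, 7454 with its likelihood ratio test, 7169 with upper-quartile normalization and 7147 without a filter on low counts. Across the 6 fits that each left out one sample, the genes higher at E18 ranged from 2137 to 4135 and those lower from 2438 to 4661. The lowest counts were without E18 replicate 3 and the highest without P5 replicate 8. Fewer samples lower the power of a test, but the cause of the rise was not tested.

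For the target list of Elk-1 with SRF, the NES was 1.71 with DESeq2 p-values as the ranking (adjusted permutation p = 0.0599) and no longer passed, and it ranged from 1.66 to 2.07 across the fits that each left out one sample. It no longer passed without P5 replicate 8 (1.69) or P5 replicate 9 (1.66), and the cause was not tested. It kept its side of the threshold with the log2 fold change (1.85) or the authors' deposited p-values (1.81) as the ranking. For the REST targets, only the DESeq2 ranking changed the call (NES -1.703, adjusted permutation p = 0.0599, and the cause was not tested), and the range over the omissions was -2.08 to -1.92.

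The first-exon set of Elk-1 depended on the weight. Its weighted NES of 0.884 became 2.89 when unweighted and passed the threshold. It reversed to -0.605 with DESeq2 p-values as the ranking and to -0.665 without P5 replicate 6, in a range of -0.665 to 0.962 over the omissions, and the cause was not tested. It was 0.616 with the log2 fold change as the ranking, 0.985 with 200 bases and 0.850 with 2000 bases. With the authors' deposited p-values as the ranking, the set gave no score. The unweighted score kept its side of the threshold under each alternative run on it, from 2.41 to 3.62 over the omissions, at 3.38 with 200 bases and at 2.64 with 2000 bases. The position of Elk-1 among the factors, 3 in the weighted ranking, was 2 with the log2 fold change as the ranking (over 14 sets, since Sp1 gave no score), unweighted, with camera, and with 200 or 2000 bases, and 3 to 4 over the omissions. The cause was not tested.

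For the REST first-exon set, the NES was -1.55 with 200 bases and no longer passed, and the cause was not tested. It ranged from -1.81 to -1.69 over the omissions. REST stood lowest under every alternative run except the unweighted score, where its position was 4, and the cause was not tested.

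Among single genes, those that changed sign had log2 fold changes near 0. Over the omissions the range was -0.131 to 0.0081 for Gtf2a2, -0.117 to 0.0922 for Mef2d, -0.0699 to 0.0646 for Nfe2l1, -0.146 to 0.107 for Esrra and -0.0619 to 0.299 for Fos. Nfe2l1 was also positive with DESeq2 (0.0011) and with upper-quartile normalization (0.0048), and the cause was not tested. In the other settings on 54 named genes, 22 results were weaker and 9 stronger. For the lists, camera's direction flipped over the omissions in 4 lists that it did not call, with median log2 fold changes of -0.28 to 0.23 for Müller glia and astrocytes, 1.06 to 2.86 for amacrine cells, 0.34 to 0.89 for bipolar cells and -0.51 to 0.58 for photoreceptors. The cause was not tested. Of the other list results, 10 were weaker, among them every call by camera under fry and under an estimated correlation, and 3 were stronger. The amacrine list passed camera without E18 replicate 4 (median 2.86), and the progenitor list passed it without E18 replicate 3 (median 2.70) or E18 replicate 4 (median 2.82).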

Differences from the paper's values

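The paper's values in Fig. 1B that are compared here are those of its E18/P5 column, not the averages with the injury samples. They come from MSigDB sets and those here from target lists and first-exon sets, so the scores share a unit but not a collection of sets. For Elk-1, the NES was 1.91 in the target list and 0.884 in the first-exon set, against about 3.6 (Fig. 1B, read by eye) in the paper. For REST, it was -1.93 and -1.71, against about -2.8 (Fig. 1B, read by eye). Unweighted, an alternative set before the data were examined, the scores of Elk-1 were 2.03 and 2.89 and those of REST -2.53 and -2.18, nearer to the paper's values but still apart from them by more than the SD over the fits that each left out one sample. For the target list of Elk-1, leaving out E18 replicate 3 (2.07) or 4 (2.07) came slightly nearer still. Among settings chosen after seeing the values, the unweighted first-exon set of Elk-1 without E18 replicate 1 reached 3.62, and with 200 bases it reached 3.38.

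For 4 factors with a positive score in the paper, the weighted first-exon set scored below 0. These were Maz (-0.906, against about 3.7 in Fig. 1B, read by eye), Sp1 (-0.949, against about 2.5 in Fig. 1B, read by eye), Ets2 (-0.893, against about 1.1 in Fig. 1B, read by eye) and Tef1 (-1.53, against about 1.7 in Fig. 1B, read by eye). Unweighted, Maz (2.13), Sp1 (2.11) and Ets2 (0.857) were above 0, and Tef1 (-1.99) was not. Maz was also above 0 in 4 of the 6 fits that each left out one sample. Yy1 scored 1.56, and 3.17 unweighted, against about 4 (Fig. 1B, read by eye).

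The factors with a negative score in the paper were negative here too, under the weighted score with smaller sizes. They were Mef2 (-1.07, against about -2 in Fig. 1B, read by eye), Ap4 (-1.33, against about -1.7 in Fig. 1B, read by eye), Tcf11mafg (-1.45, against about -1.9 in Fig. 1B, read by eye), Sf1 (-1.40, against about -1.8 in Fig. 1B, read by eye), Err1 (-1.23, against about -1.6 in Fig. 1B, read by eye) and Myod (-1.27, against about -1.8 in Fig. 1B, read by eye). Unweighted, Tcf11mafg was at -1.79, close to the paper's value. Sf1 (-2.08), Err1 (-2.38), Myod (-2.69) and Ap4 (-3.63) then passed beyond the paper's values, and Mef2 (-0.796) lay further from its value. Oct scored 1.15 and Arnt -1.05, against about 0 for each (Fig. 1B, read by eye), and the paper does not say whether 0 there stands for a score or for none. Unweighted they scored 0.889 and -2.01, and Oct was negative with the log2 fold change (-1.06) or the authors' deposited p-values (-0.738) as the ranking. No alternative set before the data were examined brought a factor as near to the paper's value as the SD over the fits that each left out one sample.

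The paper states at least 135 M reads per sample, and the smallest number counted on genes was 81.2 M. Reads sequenced and reads counted on genes are different quantities. The reads were paired-end, HT-seq counts a pair once, and the paper does not say whether its number counts single reads or pairs. If it counts both reads of each pair, its minimum in pairs lies below 81.2 M and the counts here are not short of it. No alternative applies to this value.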

Other observations

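The tests in this part that use the unweighted score, matched sets and shuffled sequences were chosen after the enrichment results had been seen, as was the check of P5 replicate 8.

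The first-exon set of Elk-1 passed only when unweighted, and what follows concerns that score alone. It lay above 100% of 1000 random sets matched on first-exon length and above 100% of 1000 sets matched on mean expression, which argues against first-exon length and mean expression as the whole cause. Many promoters are rich in CpG, and the Elk-1 consensus holds one CG. The score also lay above 100% of 100 shuffled consensus sequences that keep the CG, whose highest score was 2.44 and whose median was -0.748. Their sets held a median of 628.5 genes, against 1538 for Elk-1, and an unweighted score can depend on set size. The shuffled sequences therefore cannot decide on CpG content. The score lay above 100% of 1000 sets of equal size matched on the CpG content of the first exon. This argues against the CpG content of the first exon as the whole cause. RNA from dividing progenitors stays open. In E18 replicate 4, the dividing-cell genes lay close to the P5 level. Ranked by its log2 ratio to the P5 samples, it scored 5.27. This lay beyond the range of the P5 samples against each other (-4.48 to 4.26), but it is a single sample. Ets-family factors share this consensus, so the set does not single out Elk-1. Of the 10 splits of the 6 samples, the real one included, 3 gave an unweighted score as large in size, and 4 gave a score as large for the target list of Elk-1 with SRF. Each of the other 9 splits sets 2 samples of one age with 1 of the other against the reverse, so it still holds part of the difference between the ages, and a score built on ranks need not shrink with that part. These counts therefore say nothing for or against chance. A developmental change in Elk-1 activity was not tested.

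For REST, the target list scored below 99.9% of 1000 random sets matched on gene length and below 99.9% of 1000 sets matched on mean expression, and the first-exon set scored below 99.5% of 1000 sets matched on gene length and below 99.8% of 1000 sets matched on mean expression. These values argue against gene length and mean expression as the whole cause. Of the 10 splits, the real one included, 2 gave a score as large in size for the target list and 3 for the first-exon set, which says nothing for or against chance for the same reason. Neuronal maturation between E18 and P5 stays open as an untested explanation.

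For the genes changed between E18 and P5, 1 of the 10 splits of the 6 samples, the real one, gave as many genes with an adjusted p under 0.05 by edgeR's quasi-likelihood test. The other 9 splits gave 0 genes, with 25 to 969 genes at an unadjusted p under 0.05. These splits place the difference between the ages inside their groups, which widens the spread. A share of 0.1 is the smallest that this design allows, so this count alone cannot exclude chance. Another value argues against chance for the changed genes as a set. The E18 values lay on one side of the P5 values for 55.9% of the genes tested, against 10% by chance. The same edgeR test made 10 false calls on simulated counts for 16305 genes. Those counts were drawn independently for each gene with the spread that edgeR fitted. They hold no factor shared between samples, so they cannot decide this question. Genes are not independent, so the share of 55.9% is less certain than the number of genes implies.

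P5 replicate 8 lay nearer to the E18 samples than the other P5 samples did. On the first principal component its value was -32.4, against -56.3 and -73.6 for replicates 6 and 9 and 42.6 to 60.0 at E18. Without it, 8796 genes were called. If E18 RNA were mixed into this sample, one share would account for genes of both directions. The implied share was 0.214 in the median over 433 genes higher at E18 and 0.409 over 675 genes lower at E18. The difference was 0.194 (95% bootstrap interval over genes 0.166 to 0.221) against the mean of P5 replicates 6 and 9, 0.122 (0.0905 to 0.163) against replicate 6 alone and 0.232 (0.205 to 0.262) against replicate 9 alone. Genes are not independent, so these intervals are likely too narrow. A first rule, overlap of the quartiles of the shares, had left mixing open, and the rule with these intervals replaced it after the difference had been seen. By the later rule, the values argue against mixing of an E18 library as the whole cause. A share of E18 RNA together with another difference stays open, and so does an earlier stage of development, which was not tested.

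The mRNAs of the factors that the paper studies were also measured. Elk1 (ENSMUSG00000009406.13, chromosome X, 20933395 to 20950608, minus strand) had 36.3 ± 0.822 CPM at E18 and 23.0 ± 3.71 at P5 (SD, n = 3 each), a log2 fold change of 0.65 (standard error 0.129, adjusted p = 0.00466 by edgeR's quasi-likelihood test). Rest (ENSMUSG00000029249.15, chromosome 5, 77265491 to 77286432, plus strand) had 17.1 ± 4.14 CPM at E18 and 7.21 ± 3.17 at P5 (SD, n = 3 each), a log2 fold change of 1.24 (standard error 0.304, adjusted p = 0.0115 by the same edgeR test). Without P5 replicate 6 the adjusted p of Rest by this edgeR test was 0.0586, against 0.000115 to 0.0586 over its alternatives.

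Of the 48 genes that the paper names, 44 had enough counts to be tested, and 25 were differentially expressed, 15 higher at E18 and 10 lower. The same number, 25, passed when adjusted over the list alone. Tfap2c, Nr5a1, Sry and Myod1 were not tested. Sox11 (log2 fold change 2.06), Sox4 (1.41) and Sp1 (1.15) were higher at E18, and Klf9 (-2.34) was lower, each with every E18 sample on one side of every P5 sample. Spp1 and Ocm were near the lower limit of detection, with 2 to 10 and 3 to 9 counts at E18.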
